# Molecular and epistatic interactions between pioneer transcription factors shape nucleosome dynamics and cell differentiation

**DOI:** 10.1038/s41467-025-67308-0

**Published:** 2025-12-10

**Authors:** Rémi-Xavier Coux, Agnès Dubois, Almira Chervova, Inma Gonzalez, Sandrine Vandormael-Pournin, Michel Cohen-Tannoudji, Pablo Navarro

**Keywords:** Epigenetics, Differentiation

## Abstract

Pioneer transcription factors (TF) bind nucleosome-embedded DNA motifs to activate new regulatory elements and promote differentiation. However, the complexity, binding dependencies and temporal effects of their action remain unclear. Here, we dissect how ectopic induction of the pioneer TF GATA6 triggers Primitive Endoderm (PrE) differentiation from pluripotent cells. We show that transient GATA6 binding exploits accessible regions to decommission enhancers and promote pluripotency gene silencing. Simultaneously, GATA6 targets closed chromatin and initiates extensive remodeling culminating in the establishment of fragile nucleosomes flanked by ordered nucleosome arrays and increased accessibility. This is enhanced by rapidly expressed PrE TFs (SOX17) and by pluripotency TFs repurposed for differentiation (OCT4/SOX2). Accordingly, depletion of OCT4 during GATA6 induction decreases *Gata6* expression, alters GATA6 and SOX17 binding and impairs differentiation. Therefore, pioneer TFs orchestrate complex regulatory networks involving many if not all available pioneer TFs, including those required to support the original identity of differentiating cells.

## Abstract (web summary)

Here the authors describe how a pioneer TF reprograms cell identity, highlighting how it establishes new networks building on the set of key TFs present in the cell, pre-existing nucleosome fragility and sculpting chromatin-TF interactions over time.

## Introduction

The acquisition of new cell identities during differentiation processes requires the activation of genes and their regulatory elements^1^ even when they are tightly packed into chromatin^2^ and inaccessible to many transcription factors (TFs)^3^. Indeed, the nucleosome, the basic structural unit of the chromatin, constituted of ~146 bases of DNA wrapped around an octamer of histone proteins^4^, represents a barrier for most TFs to bind^5^. Important exceptions exist, however, referred to as pioneer TFs that bind to their cognate motifs even when packed into nucleosomes^6^. By licensing otherwise closed and inactive regulatory elements, pioneer TFs initiate large reprogramming events associated with the establishment of the transcription profiles driving and assisting cell differentiation^7–9^.

Members of the GATA family have long been shown to display properties of pioneer TFs^10^. GATA1 was first shown to bind in vitro to a nucleosome harboring binding motifs, leading to the destabilization of histone-DNA contacts and to increased sensitivity to digestion by nucleases^11^. Later, in the seminal work coining the term pioneer TF, another member with a recognized role in embryonic^10,12^ and extra-embryonic endoderm differentiation^13,14^, GATA4, was shown to bind and open nucleosomal arrays in vitro^15^. Subsequently, other members, including GATA6, were shown to bind nucleosome arrays in vitro or suggested to do so in cellular contexts where they trigger or anticipate chromatin opening^16–23^. Thus, GATA factors often occupy a top position within the hierarchies driving differentiation, especially within endoderm lineages. A paradigmatic example is provided by GATA6, which drives the early embryonic segregation of the Primitive Endoderm (PrE) that will lead to extra-embryonic tissues such as the yolk sac, from the pluripotent epiblast—the source of somatic tissues^24^.

Rapidly recognized as an essential regulator of the PrE and its first derivatives^25^, GATA6 was shown to drive the differentiation of mouse embryonic stem (ES) cells, derived from the undifferentiated epiblast, into PrE-like cells^14^. In vivo, GATA6 was shown to first mark, and then trigger PrE differentiation, via a temporally-ordered circuitry whereby it activates SOX17, a High Mobility Group pioneer TF^26^, GATA4 and SOX7, all contributing to efficient PrE differentiation^13,27–32^. However, although acting as the upstream regulator in this circuit, GATA6 is unlikely to act alone. Indeed, in line with work suggesting that pluripotency TFs (PTFs) are generally involved in differentiation^33^, numerous studies indicate that they contribute to PrE differentiation, suggesting a functional interaction with GATA6, the nature of which and the potential mutual dependencies are not understood. These include SOX2 or NANOG, shown to bind with GATA6 to preserve plasticity and prime PrE differentiation in early differentiating ES cells^22,34^; OCT4, a recognized pioneer TF^35^ that is required for PrE differentiation in vivo^36–38^ and promotes PrE differentiation upon its overexpression in ES cells^39^ and its interaction with SOX17^40^; ESRRB, capable of binding nucleosomal DNA in vitro^41^, this nuclear receptor first primes^42,43^ and then promotes PrE differentiation^44,45^ upon the loss of NANOG^43^.

Overall, several lines of evidence indicate that the differentiation into PrE requires both the activity of GATA6, potentially as a pioneer TF, and that of several other PrE and pluripotency regulators, which also display pioneering properties. Given the cooperation existing between the pioneer TFs TFAP2A and OCT4^46^ to confer developmental competence to neural crest cells^47,48^, and the cooption of somatic pioneer TFs by OCT4/SOX2 during cellular reprogramming^49^, we aimed at longitudinally exploring how GATA6 induction in ES cells induces transcriptional changes in relation to its pioneering role and the activity of SOX17, OCT4, SOX2 and ESRRB. We found that they engage in a complex network of molecular and epistatic interactions to execute the multitude of gene regulatory tasks required for PrE differentiation, highlighting the large cooperativity that exists between available pioneer TFs during cell fate changes.

## Results

### Distinct dynamics of GATA6 binding are associated with distinct gene regulatory outcomes

To study how GATA6 triggers PrE differentiation, we generated ES cells expressing GATA6 at physiological levels upon exposure to doxycycline (Dox)^14,50^. Indeed, the expression of *Gata6* continuously increased upon Dox treatment, until reaching levels similar to those measured in XEN cells (Supplementary Fig. 1A), a stem cell population derived from early mouse embryos and reminiscent of the PrE^51^. Specifically monitoring endogenous *Gata6* expression revealed its fast activation, indicating the establishment of a positive autoregulatory loop (Supplementary Fig. 1B). GATA6-induced ES cells underwent drastic morphological changes over the course of several days (Supplementary Fig. 1C), accompanied by a progressive modification of marker gene expression from pluripotency (OCT4, SOX2, ESRRB) to PrE-specific proteins (GATA6, SOX17, PDGFRA), characterized by a substantial and transient overlap between the two categories of a priori opposing TFs (Supplementary Fig. 1C–E). Transcriptomic comparison of undifferentiated ES cells, GATA6-induced cells and XEN cells further confirmed the progressive nature of the conversion (Fig. 1A). We identified 6 clusters of genes up- or downregulated in successive waves (Supplementary Fig. 1F), initiated either rapidly after Dox induction or at later stages (Fig. 1B and Source Data 1). We then interrogated whether these clusters were enriched in up- or downregulated genes in the PrE of the blastocyst^52^. We found that only genes deregulated at early stages displayed a global concordant regulation in the PrE (Fig. 1C). Notable examples of early down- and upregulated genes are PTFs such as *Nanog*, *Esrrb*, or *Tfcp2l1*, and known drivers of PrE differentiation such as *Sox17*, *Gata4*, or *Sox7*, respectively (Source Data 1). We conclude that GATA6 elicits a fast and PrE-specific gene response that rapidly down-regulates pluripotency genes and simultaneously up-regulates PrE genes, including *Gata6* itself. 

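GATA6 binding was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which DNA crosslinked to a protein is recovered with an antibody and sequenced. The cells were mouse embryonic stem (ES) cells carrying a doxycycline (Dox)-inducible Gata6 transgene, collected before Dox and after 8 h, 16 h, 1 day, 2 days and 4 days of treatment, together with extra-embryonic endoderm (XEN) cells, a line of the primitive endoderm (PrE) lineage. GATA6 was profiled in 14 libraries, with 1 before induction, 3 at day 4 and 2 at each other time point and in XEN cells. Input chromatin, sequenced without antibody, gave 15 libraries, 3 of them from XEN cells and 2 from each time point. The third library at day 4 and the third XEN input carry the replicate number of another library, so that each of these conditions has 2 replicate numbers. The authors aligned the reads to the mm10 genome with bowtie2, filtered them on mapping quality, removed duplicates with unique molecular identifiers and called peaks against input with MACS2 on the merged replicates, keeping the peaks also called in every replicate. Their deposited table lists 42403 GATA6 binding regions with a median width of 524 bp, the narrowest of 171 bp and the widest of 5380 bp. For each region it gives the reads that fall on it, normalized to library size (RPM), as a single value per condition in which the authors pooled the replicates. No spread between replicates can therefore be given for any RPM value, and no difference between time points has a replicate check. Medians, shares, odds ratios and their 95% intervals describe the collection of regions, which are not replicates of the experiment. The lowest values of each column are sums of whole multiples of the value of a single read in each pooled library, which gives the libraries' depths. With 2 such steps, all low values of 36 of the 45 columns were accounted for. Over these columns the depth of a library, in M reads, ran from 5.42 to 69.4 with a median of 15.3. The mean over the 74 library depths so found was 17.0 M, where the paper's reported average is 16.8 M mapped reads. Where the steps match the labelled libraries, the RPM values of a column follow their depths. GATA6 and SOX2 at day 4 and input in XEN cells show 2 steps but have 3 labelled libraries. SOX17 at 16 h and ESRRB at 8 h show a single step but have 2 labelled libraries, and 5 columns need more than 2 steps. In the GATA6 columns with 2 steps, those of the knock-down included, the libraries ran from 8.54 to 69.4 with a median of 16.7. The deepest of them was one of the pair at 8 h, whose other library held 11.5 M reads, while the single library before induction held 6.12 M. The table lists no region at 0. Where the steps were found, the lowest value was that of 1 read in each library, for GATA6 0.0508 RPM at 8 h and 0.163 RPM before induction. A read added to every region in each library would leave this pattern, although the paper's methods name no such step. It would raise low values and shrink ratios and log2 changes at regions with low signal. Unless stated, the lowest value was not taken off. Changes between time points were computed per region as log2(RPM + pseudocount), with the pseudocount set to the 5th percentile of the assay's non-zero values (0.168 RPM for GATA6), which understates the change of regions with low values. Because wider regions collect more reads, comparisons between groups of regions were repeated per kb of width, with means in place of medians and after subtracting input.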

To test whether the observed gene responses are linked to GATA6, we performed genome-wide localization studies. 

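Across all regions, the Spearman correlation of GATA6 RPM with that in XEN cells was -0.0241 at 8 h, 0.191 at 16 h, 0.319 at day 1, 0.438 at day 2 and 0.783 at day 4. The correlation with the 8 h profile fell over the same course, from 0.840 at 16 h to 0.177 at day 4. These correlations are across regions of pooled libraries, and regions are not independent replicates. Input chromatin did not follow the same order, with a correlation to the XEN input of 0.668 at 8 h, 0.608 at 16 h, 0.773 at day 1 and 0.766 at day 4. Taking log2 ratios to input moved the correlations most, to -0.360 at 8 h and 0.662 at day 4, and Pearson's correlation on log2 values at 8 h was positive, at 0.0656. A principal component analysis of the log2 ratios to input, centered for each region, placed 66.3% of the variance on the first component. The loadings on this component rose at every step along the time course, from -0.557 at 8 h through -0.361, -0.110, 0.00884 and 0.393 at day 4 to 0.627 in XEN cells.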

We observed global changes in GATA6 binding from 8 h of induction to 4 days, with a progressive acquisition of a binding profile similar to that observed in XEN cells (Fig. 1D). We identified 3 global behaviors of GATA6 (Source Data 1), easily observed in single loci (Supplementary Fig. 1G, H and Fig. 1E): regions rapidly targeted by GATA6, which can either maintain (thereafter Early&Constant sites) or instead subsequently lose binding as PrE differentiation advances (thereafter Transient sites), or sites that are bound by GATA6 only once differentiation has substantially progressed (thereafter Late sites). 

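The authors' deposited classes hold 11875 Early&Constant regions, 14243 Late regions and 16285 Transient regions. At Early&Constant regions the median GATA6 signal was 0.653 RPM before induction, 2.88 at 8 h, 3.49 at 16 h, 3.32 at day 1, 3.03 at day 2, 3.19 at day 4 and 2.97 in XEN cells. Late regions had a median of 0.327 RPM before induction, 0.406 at 8 h, 0.718 at day 2, 1.54 at day 4 and 2.16 in XEN cells. Transient regions went from 0.490 RPM before induction to 2.26 at 8 h, and then down to 1.25 at day 1, 0.618 at day 4 and 0.465 in XEN cells. The median log2 change per region from 8 h to day 4 was 0.069 at Early&Constant, 1.50 at Late and -1.70 at Transient regions, with a rise in 52.1%, 94.9% and 8.44% of the regions. A pseudocount 10 times larger moved these changes most, to 0.59 at Late and -0.76 at Transient regions. The classes were built from these same GATA6 values, so their differences over time follow from the clustering. A new k-means clustering into 3 groups of the log2 ratios to input over all time points and XEN cells returned 92.6% of the regions to their class (95% Wilson interval 92.4 to 92.9), namely 98.2% of the Late, 97.0% of the Transient and 79.9% of the Early&Constant regions. Scaling each region to its own mean and SD first lowered the share to 80.1%. The locus of Supplementary Fig. 1G holds 8 of the regions, all within introns of Pakap on chromosome 4 of mm10. Its Early&Constant regions differed in course, and the region from 57793677 to 57794964 went from 7.38 RPM at 8 h to 20.7 at day 4 and 32.1 in XEN cells. Those from 57772704 to 57773633 and from 57774270 to 57775236 fell from 8.21 and 11.8 RPM at 8 h to 6.50 and 2.31 at day 4, with 10.4 and 5.27 in XEN cells, and the one from 57797898 to 57799624 went from 13.7 to 15.5 RPM at day 4 and 28.2 in XEN cells. Of the Transient regions at this locus, the one from 57780534 to 57781505 fell from 6.74 RPM at 8 h to 1.4 at day 4 and 0.807 in XEN cells. The Late region from 57804571 to 57805364 held 1.21 RPM at 8 h, 1.15 at day 2, 5.20 at day 4 and 11.5 in XEN cells.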

To provide support to these dynamics, we compared the binding sites reported here with a fully independent dataset of GATA6 binding in a related population of naïve PrE cells (nEnd^34^). As expected, we found a large overlap with Early&Constant and Late clusters only (Fig. 1F). Upon statistical confrontation^53^ of the 3 GATA6 clusters to the 6 groups of differentially expressed genes, we revealed a very clear relationship, with Early&Constant sites being strongly enriched near genes that are rapidly activated (Fig. 1G, left panel) and Late sites being associated with genes that are activated later (Fig. 1G, middle panel). In contrast, Transient sites were enriched around genes that are downregulated early or at mid-stages of the differentiation induced by GATA6 (Fig. 1G, right panel). Thus, the temporal and dynamic aspects of GATA6 binding are associated with the kinetics (early/late) and modalities (up/down) of gene expression changes driving PrE differentiation.

**Fig. 1:**
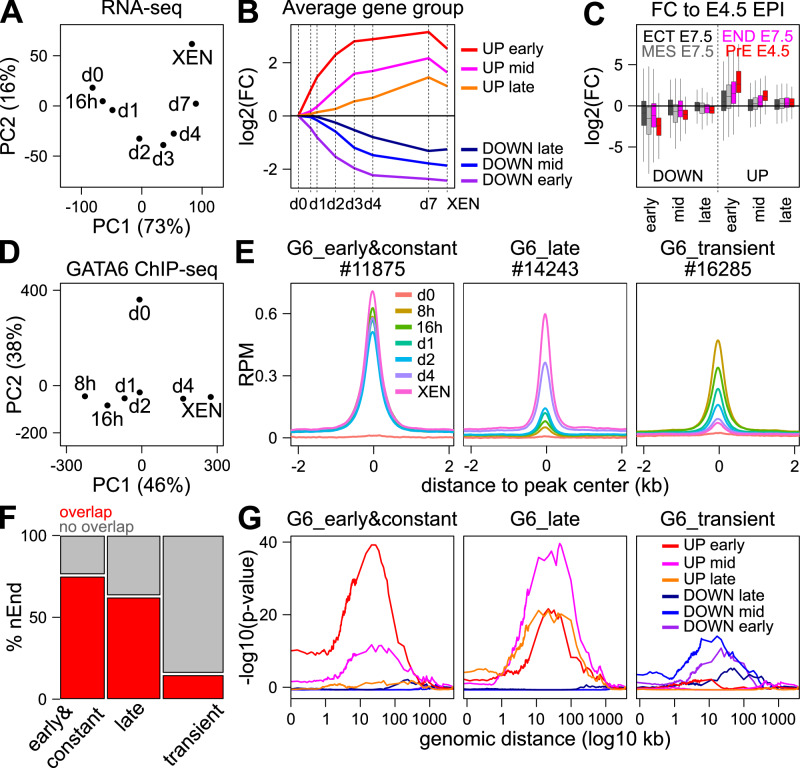
Different dynamics of GATA6-binding induce successive waves of gene expression changes. **A** Principal component analysis (PCA) of differentially expressed genes across all analyzed time-points and in XEN cells. **B** Average expression profile of 6 distinct clusters of early, mid or late up- or downregulated genes. Early, Mid and Late responding genes were selected as those with expression changes observed from 16 or 24 h onwards (Early), from 2 or 3 days onwards (Mid) or after day 4 or 7 (Late; see Supplementary Methods for details). **C** Boxplots (median—bar; 25-75% percentiles—box; 1.5-folds the inter-quartile range—whiskers) of the log2 fold-change of the 6 gene clusters shown in (**B**) between the E7.5 ectoderm, endoderm and mesoderm (ECT, END and MES, respectively), or the E4.5 PrE, compared to the E.4.5 epiblast. **D** PCA of GATA6 binding regions identified across time-points and in XEN cells. **E** Average GATA6 enrichment profiles expressed in reads per millions (RPM) across time-points and in XEN cells for 3 clusters obtained by k-means clustering of log2 input normalized counts, displaying different temporal binding dynamics, centered on the GATA6 summit (see Methods for details). **F** Proportion of GATA6 binding regions in each category shown in (**E**) that overlap with binding regions identified in naïve Endoderm cells (nEnd). The statistical significance of the enrichment observed at Early and Late sites was tested with two-sided Chi-square followed by Fisher Exact tests (*p* < 2.2e-16). **G** Statistical association between each GATA6 binding cluster and the 6 groups of differentially expressed genes shown in (**B**), measured with Fisher Exact tests at increasing distances. Source data are provided as a Source Data file.

### Chromatin accessibility and DNA binding motifs underlie GATA6 binding dynamics

We then aimed at identifying the molecular properties that could underlie differential recruitment kinetics and stability of GATA6 binding. We reasoned that the first binding events could be associated with pre-existing chromatin accessibility. 

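The authors' deposited table divides the GATA6 binding regions by their accessibility in undifferentiated ES cells into 3152 accessible, 13248 moderately accessible and 26003 closed regions. At 8 h of Dox, the median GATA6 signal of Early&Constant regions was 6.30 RPM where accessible, 4.95 where moderately accessible and 2.07 where closed. Among Late regions the medians of the same order were 0.886, 0.753 and 0.361 RPM, and among Transient regions 2.76, 2.68 and 1.8 RPM. The ratio of accessible to closed medians was 3.04 (95% interval 2.68 to 3.22) at Early&Constant, 2.45 (95% interval 2.32 to 2.65) at Late and 1.53 (95% interval 1.46 to 1.60) at Transient regions, where the interval resamples regions. By day 4 this ratio was 1.71 at Early&Constant and 1.61 at Late regions, and 2.12 at Transient regions, where it was larger than at 8 h. Before induction, when no GATA6 was induced, the medians at accessible, moderately accessible and closed Transient regions were already 0.653, 0.490 and 0.327 RPM. Subtracting input moved the ratio at 8 h most for Late regions, to 4.49, where the low signal of closed regions leaves a small denominator. Per kb of region width the ratio was 2.01 at Early&Constant regions. The accessibility measurements themselves were not used here, only the class the authors gave to each region.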

To test this, we ranked all GATA6 binding sites by decreasing levels of accessibility in undifferentiated ES cells (Source Data 1) and found a strong correlation with the binding levels observed at early time-points, especially after 8 h of Dox induction, for each group of GATA6 binding regions (Fig. 2A). Moreover, Late regions were those displaying the lowest proportion of already accessible sites and, conversely, Early&Constant and more especially Transient sites displayed a higher proportion (Fig. 2A). 

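Of the Late regions, 18.6% were accessible or moderately accessible in ES cells (95% Wilson interval 17.9 to 19.2). The share was 35.1% (34.3 to 36.0) among Early&Constant regions and 58.9% (58.1 to 59.6) among Transient regions. In the most accessible class were 538 Late regions (3.78%), 581 Early&Constant regions (4.89%) and 2033 Transient regions (12.5%). The intervals do not overlap for the first share, and cover only the counting of regions.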

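A two-sided Fisher's exact test on the regions was used for each association between a class of regions and a property, and because it treats every region as independent, the direction was also counted on each of 20 chromosomes. Being accessible or moderately accessible in ES cells had a log2 odds ratio of 2.02 (95% interval 1.96 to 2.08) at Transient regions against all others, and of -2.07 (-2.14 to -2.00) at Late regions. Both directions held on 20 of 20 chromosomes, and both p-values were too small to be represented. At Early&Constant regions the log2 odds ratio was -0.30 (-0.37 to -0.24, Fisher's exact p = 4.5e-21), with the same direction on 19 of 20 chromosomes. Stratifying by deciles of region width with the Mantel-Haenszel estimator moved the Early&Constant value most, to -0.91. Counting only the most accessible class brought the Late value to -1.38. Heterochromatin states, assigned by the authors from histone marks of ES cells, covered 46.8% of Late and 25.3% of other regions, a log2 odds ratio of 1.38 (1.32 to 1.44) in the same direction on 20 of 20 chromosomes. With constitutive heterochromatin only, it was 0.53. Exceptions were frequent, since 6700 Transient regions (41.1%) were closed and 2645 Late regions were accessible or moderately accessible.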

Even though the enrichment of accessible sites over Transient regions is statistically significant, as is their depletion over Late sites (Supplementary Fig. 2A–C top panels), which are also enriched for heterochromatin marks (Supplementary Fig. 2A–C bottom panels and Source Data 1), these relationships are not absolute. Thus, additional parameters may contribute to GATA6 dynamics. Accordingly, we found that Early&Constant and Late regions displayed the highest and lowest density of high-quality GATA6 DNA motifs, respectively (Fig. 2B, Supplementary Fig. 2A–C and Source Data 1). 

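The authors scanned every region for GATA6 motifs with FIMO and placed the best match of each region into a high, mid or low score class, or none. A high or mid GATA6 motif was present in 74.7% of Early&Constant, 58.1% of Transient and 49.3% of Late regions. The log2 odds ratio against all other regions was 1.33 (95% interval 1.26 to 1.4) for Early&Constant and -0.94 (-1.0 to -0.88, Fisher's exact p = 1.2e-213) for Late regions, each with that direction on 20 of 20 chromosomes. For Transient regions it was -0.16 (-0.22 to -0.11, Fisher's exact p = 2.4e-08). This direction reversed to 0.10 when regions were stratified by their highest GATA6 signal and to 0.083 when only high motifs were counted. Counting any motif against none moved the Early&Constant value most, to 1.93. Per region, 3.60 motifs were found on average at Early&Constant, 2.21 at Transient and 2.05 at Late regions. Per kb of sequence the order differed, with 4.29 motifs at Late, 4.17 at Early&Constant and 3.76 at Transient regions. High motifs alone were present in 37.7% of Early&Constant, 27.5% of Transient and 17.0% of Late regions. The median score of the best motif was 11.2 at Early&Constant, 10.2 at Transient and 9.40 at Late regions.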

At Transient sites, which display an intermediary average occurrence of GATA6 motifs, as well as at a small proportion of Late sites, we observed a negatively correlated presence of good GATA6 motifs with chromatin accessibility: the less the regions are accessible, the highest is the density and the quality of GATA6 motifs (Fig. 2B). This suggests that a combination of pre-existing accessibility and the occurrence of good GATA6 motifs drive, at least partially, GATA6 binding dynamics, in such a way that at highly accessible regions, motifs of less quality are sufficient to trigger fast GATA6 binding and, in reverse, at regions with closed chromatin very good motifs are needed. 

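Among Transient regions, a high or mid GATA6 motif was found in 74.3% of the closed, 52.3% of the moderately accessible and 26.1% of the accessible regions. Motif density followed the same order, with 5.00, 3.26 and 2.27 motifs per kb, as did the median score of the best motif, with 11.3, 9.70 and 8.42. At Late regions the share with a high or mid motif was 53.6% where closed, 34.4% where moderately accessible and 14.1% where accessible, at 4.59, 3.24 and 1.76 motifs per kb. Early&Constant regions had the same order, with 80.1%, 67.2% and 48.7%. The 3 accessibility classes are the authors' and stand in for a ranking by accessibility.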

Inspection of other motifs showed that Transient sites were characterized by a low presence of the PrE TF SOX17 motif and an enrichment of good motifs for PTFs OCT4/SOX2 and ESRRB (Source Data 1), especially over accessible regions (Fig. 2B) bound by PTFs before differentiation (Fig. 2C). Conversely, Late sites displayed the opposite pattern (Fig. 2B and Supplementary Fig. 2A–C) with high quality SOX17 motifs (Fig. 2B) and an almost complete lack of PTFs motifs (Fig. 2B) and binding (Fig. 2C). Therefore, different combinations of TF motifs likely contribute to differential GATA6 binding dynamics: Early&Constant regions are strongly enriched for good GATA6 and SOX17 motifs; Late regions are more strongly associated with SOX17 motifs only; Transient GATA6 binding regions are characterized by the presence of PTFs motifs (Fig. 2B), coinciding with extensive PTFs binding (Fig. 2C) and chromatin accessibility (Fig. 2A). 

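A high or mid SOX17 motif was present in 34.9% of Transient and 47.4% of other regions, a log2 odds ratio of -0.75 (95% interval -0.81 to -0.69, Fisher's exact p = 3.7e-143) with the same direction on 20 of 20 chromosomes. The composite OCT:SOX motif of OCT4 and SOX2 was high or mid in 28.3% of Transient and 15.3% of other regions (log2 odds ratio 1.12, Fisher's exact p = 5.8e-223). For the ESRRB motif these shares were 25.5% and 20.6% (log2 odds ratio 0.40, Fisher's exact p = 1.4e-31). The OCT:SOX value moved most, to 0.34, when any motif was counted against none. Within Transient regions, the OCT:SOX motif was high or mid in 33.4% of accessible, 29.3% of moderately accessible and 25.6% of closed regions. The ESRRB motif did not follow this order, with 26.2%, 28.5% and 21.9% of the same regions. The authors called binding of the pluripotency TFs (PTFs) OCT4, SOX2 or ESRRB before differentiation in 5309 Transient regions, or 32.6%, against 13.5% of other regions (log2 odds ratio 1.63). The median OCT4 signal before induction was 1.08 RPM at Transient and 0.317 RPM at Late regions, a ratio of 3.40 (95% interval 3.32 to 3.47), with means of 1.89 and 0.432 RPM. SOX2 had medians of 1.25 and 0.346 RPM, and ESRRB of 0.772 and 0.343 RPM, at the same groups.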

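At Late regions, 44.2% carried a high or mid SOX17 motif, against 41.8% of other regions, a log2 odds ratio of 0.15 (95% interval 0.087 to 0.20, Fisher's exact p = 1.2e-06) with the same direction on 18 of 20 chromosomes. Late regions are narrower than the others, and stratified by width the value was 0.75. Counting any SOX17 motif against none reversed it to -0.094. Among regions with a SOX17 motif, the median score of the best one was 9.77 at Late and 9.42 at Transient regions. A high or mid OCT:SOX motif was found in 9.32% of Late and 25.8% of other regions (log2 odds ratio -1.76, on 20 of 20 chromosomes), and an ESRRB motif in 14.1% and 26.7% (log2 odds ratio -1.16, Fisher's exact p = 1.4e-202). PTF binding before differentiation was called in 250 Late regions, or 1.76%, and in 30.5% of other regions (log2 odds ratio -4.62, 95% interval -4.80 to -4.43).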

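A high or mid SOX17 motif was present in 51.2% of Early&Constant and 39.2% of other regions, a log2 odds ratio of 0.70 (95% interval 0.64 to 0.76, Fisher's exact p = 6.1e-110). Within deciles of region width this fell to 0.091 and within deciles of the highest GATA6 signal to 0.10. The density was 2.15 SOX17 motifs per kb at Early&Constant, 2.68 at Late and 1.96 at Transient regions. The GATA6 motif kept a log2 odds ratio of 0.86 at Early&Constant regions when stratified in the same way. From the differing motif content of the 3 groups, together with PTF binding and accessibility before induction, the paper proposes that combinations of TF motifs contribute to how fast and how stably GATA6 binds.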

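A LightGBM classifier, an ensemble of decision trees, was trained to assign each region to Early&Constant, Late or Transient from the number and best score of its GATA6, SOX17, OCT:SOX and ESRRB motifs and from the authors' accessibility and histone classes. It used the tree depth, number of leaves, learning rate and regularization given in the paper's methods, with early stopping after 100 rounds and 5-fold cross-validation. Early stopping used the fold that was then scored, so the performance may be overstated. The macro-averaged area under the receiver operating characteristic curve was 0.760 (95% interval 0.756 to 0.763 from resampling regions), between 0.757 and 0.763 across the folds. It was 0.796 for Late, 0.757 for Transient and 0.726 for Early&Constant regions, and 58.2% of the regions were assigned to their class. Motifs alone gave an area of 0.703 and the accessibility and histone classes alone 0.664. This order held at Early&Constant (0.717 and 0.597) and Late regions (0.718 and 0.696). At Transient regions it was reversed, with 0.673 for motifs and 0.701 for the classes. The motif features are not scaled to region width, which differs between the groups. GATA6 motifs numbered 3.60 per region at Early&Constant and 2.05 at Late regions, but 4.17 and 4.29 per kb. Part of the area from motifs may therefore reflect width, which was not separated. By the number of splits that used a feature, the importance measure the paper names, the best GATA6 motif score ranked first with 21.9% of the splits, followed by the best scores of the OCT:SOX motif with 21.5% and of the SOX17 motif with 18.5%. The accessibility class took 2.15% of the splits, a measure that favors scores with many values over a class with 3 levels.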

In support, both DNA motifs and chromatin states, particularly GATA6 motifs and chromatin accessibility, were found as good predictors of the classification of GATA6 binding regions using machine learning (Supplementary Fig. 2D)^54^.

**Fig. 2:**
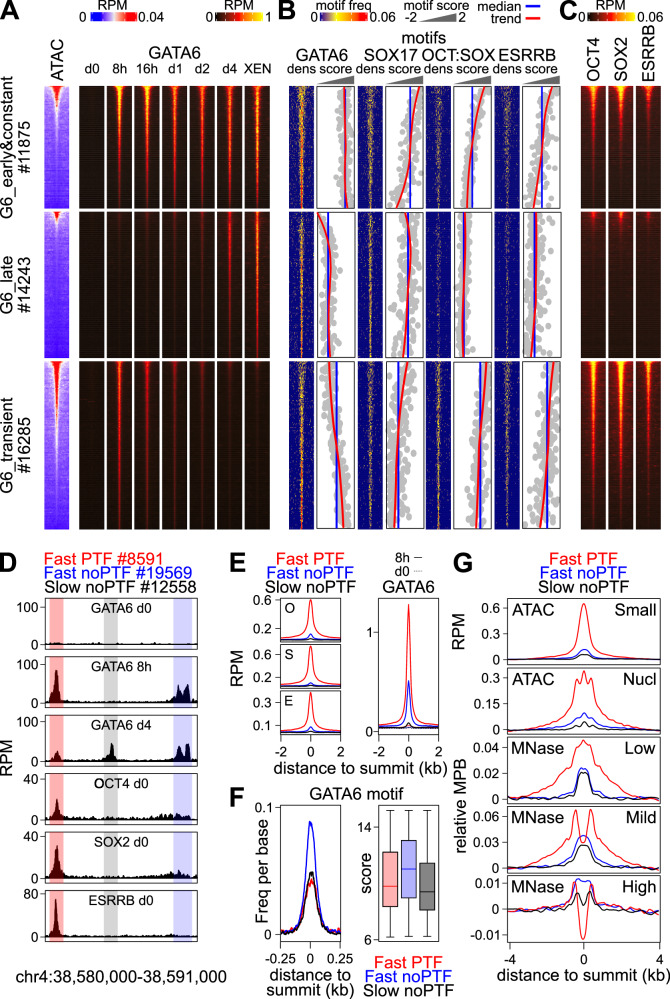
Pre-existing chromatin accessibility, DNA binding motifs and pluripotency TF binding, underlie GATA6 binding dynamics. **A** Heatmaps depicting chromatin accessibility (ATAC-seq) and GATA6 enrichments, over 4kb-long regions centered on GATA6 summits, ranked by decreasing accessibility in ES cells at each GATA6 cluster. **B** Occurrence and quality (identity score to the consensus of the best motif of each region, z-scored to scale between different motifs) of DNA binding motifs across the regions shown in (**A**), in the same order as in (**A**). Within each score panel is shown the global median of all regions per cluster (blue) and a trend line (red) of the data (gray). **C** Analysis of pluripotency TF binding (reads per million; RPM) across the 3 GATA6 clusters, presented and ordered as in (**A**). **D** Example of different behaviors of GATA6 and pluripotency TFs (PTF). **E** Left; average profile of OCT4 (O), SOX2 (S) and ESRRB (**E**) at the 3 groups of regions illustrated in (**D**). Right; binding of GATA6 across the same clusters. All four plots show the average profile (RPM) over 4 kb centered on the GATA6 summit. **F** Distribution of GATA6 motifs around the GATA6 summit (left panel), together with the motif score of the best motif present in each region (right panel, median—bar; 25–75% percentiles—box; 1.5-folds the inter-quartile range—whiskers). **G** Average profiles of chromatin accessibility (small ATAC-seq fragments) and nucleosomes (measured by long fragments detected by ATAC-seq or by MNase-seq using different concentrations of MNase—Low, Mild, High). ATAC-seq is expressed in RPM and MNase-seq in normalized midpoints per billion reads (MPB; see Methods for details). All plots show the average profile over 8 kb centered on the GATA6 summit. Source data are provided as a Source Data file.

### Pluripotency TF-binding sites harboring fragile nucleosomes are robustly targeted by GATA6

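Combining the Early&Constant and Transient regions gave 8591 regions of fast GATA6 recruitment with binding of OCT4, SOX2 or ESRRB before differentiation, as called by the authors, and 19569 without it. The group of fast recruitment without PTFs includes the regions where PTFs are recruited only during differentiation. Late regions without any PTF binding, where GATA6 recruitment is slow, numbered 12558. Accessible or moderately accessible in ES cells were 78.4% of the fast regions with PTFs, 35.9% of those without and 16.1% of the slow regions.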

To more directly explore the relationships between PTFs, chromatin accessibility and the dynamics of GATA6 binding, we combined Early&Constant and Transient regions, which display fast GATA6 recruitment, and divided them as associated with PTFs binding or not (Fig. 2D). For comparison purposes we used Late GATA6 regions, which recruit GATA6 very slowly and generally lack PTFs binding (Fig. 2A, D). We found that regions of fast GATA6 recruitment harboring PTFs binding in ES cells (Fig. 2E, left panels) showed the highest levels of GATA6 binding at 8 h (Fig. 2E right panel), even though these are not the regions with the highest density nor the best quality of GATA6 motifs (Fig. 2F). Indeed, the regions displaying the best motif composition are those recruiting GATA6 rapidly, albeit at more modest levels, in the absence of PTFs binding (Fig. 2E, F). 

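At 8 h, the median GATA6 signal was 5.02 RPM at regions of fast recruitment with PTFs, 1.90 RPM at those without and 0.383 RPM at slow regions. The first median was 2.64 (95% interval 2.58 to 2.72) times the second, which was 4.96 (95% interval 4.86 to 5.07) times the third. Regions with PTFs were wider, and per kb of width the first ratio was 1.60, while subtracting input raised the second to 18. The low signal of slow regions leaves a small denominator after subtraction, so this value is unstable. By day 4 the medians were 1.27, 1.08 and 1.41 RPM in the same order. Before induction, the median signal at fast regions with PTFs was 3.21 RPM for OCT4, 4.11 RPM for SOX2 and 1.83 RPM for ESRRB. Fast regions without PTFs had 0.771, 0.872 and 0.610 RPM, and slow regions 0.297, 0.324 and 0.325 RPM.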

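A high or mid GATA6 motif was present in 69.6% of fast regions without PTFs, 54.8% of fast regions with PTFs and 50.7% of slow regions. The median score of the best GATA6 motif was 11.0, 9.80 and 9.46 in the same order, with 25th percentiles of 8.97, 8.35 and 8.15. Motif density was 4.45 motifs per kb at fast regions without PTFs, 3.24 at those with PTFs and 4.51 at slow regions. Counted per region, the wider regions with PTFs held the most, with 2.96 motifs against 2.73 and 2.04. With OCT:SOX motifs the shares with a high or mid match were 46.3% at fast regions with PTFs, 16.9% without and 8.39% at slow regions.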

As expected, regions bound by PTFs were highly accessible in ES cells compared to those lacking their binding (Fig. 2G, top panel), suggesting that their binding might be associated with reduced nucleosomal occupancy. However, when we profiled nucleosomes in the same dataset (Fig. 2G, second top panel), the only observed difference between the three groups was the amplitude of the signal, which represents differential accessibility rather than specific positioning of the nucleosomes. In fact, all three regions show the presence of 3 nucleosomes, including a central prominent one located right on the GATA6 binding summit (Fig. 2G, second top panel). While this is in accord with the pioneering nature of GATA factors^15,16,23,55^, the simultaneous detection of accessibility and nucleosomes suggests that they are fragile^56^. To test this, we explored previous data generated using increasing concentrations of Microccocal Nuclease (MNase) to map nucleosomes with different stability in ES cells^57^. We observed that regions binding PTFs display a strong nucleosomal signal at the GATA6 summit exclusively when low MNase conditions are used (Fig. 2G; Low), with nucleosome signal progressively decaying with increased MNase concentrations (Fig. 2G; Mild) until it completely disappears at the highest MNase digestion conditions, leading to a profound and apparent nucleosome-depleted region (Fig. 2G; High). In contrast, in regions lacking PTFs binding the observed nucleosome profiles were less sensitive to MNase digestion conditions (Fig. 2G). Since these regions are not accessible, we conclude that they are characterized by more stable nucleosomes. Thus, PTFs fragilize nucleosomes, leading to a net advantage for fast and robust GATA6 binding even at regions harboring GATA6 motifs of relatively low quality.

### SOX17 recruitment supports long-term GATA6 binding and extensive nucleosome remodeling

Next, we sought to investigate the evolution of chromatin accessibility at Early&Constant, Late and Transient GATA6 binding regions (Source Data 1). We found that at already open Early&Constant and Late sites chromatin accessibility was maintained throughout differentiation, whereas at Transient sites it was eventually lost by day 4 of GATA6 induction (Fig. 3A). At the remaining and initially closed Early&Constant and Late sites, but not at Transient sites, a global strong increase was instated (Fig. 3A), rapidly at Early&Constant sites (by days 1/2) and more slowly at Late sites (by days 2/4). However, these dynamics were relatively delayed compared to the timing of GATA6 binding over these groups, especially at Early&Constant sites that bind GATA6 as early as 8 h following its induction (Figs. 1, 2). 

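The window drawn around Sox17 in Supplementary Fig. 3B holds 5 GATA6 binding regions on chromosome 1 of mm10, where the gene lies on the minus strand from 4490931 to 4497354. An Early&Constant region from 4473107 to 4475478, intergenic and 22.7 kb from the Sox17 transcription start, had a GATA6 signal of 2.29 RPM before induction, 7.74 at 8 h, 15.6 at 16 h and 25.9 at day 4. On the other side of the gene, an intergenic Early&Constant region from 4536608 to 4538990, 40.3 kb away, rose from 0.817 RPM before induction to 5.54 at 8 h, 14.5 at 16 h and 37.9 at day 4. The remaining Early&Constant region, from 4496237 to 4497180 over an untranslated exon of Sox17, had 1.14 RPM before induction, 1.24 at 8 h and 3.61 at 16 h. The others are Late, from 4479655 to 4480018 between genes and from 4493473 to 4493867 in an intron of Sox17, and held 0.290 and 0.449 RPM at 8 h. All values are the authors' pooled RPM, without replicates, and both distal Early&Constant regions were closed in ES cells by the authors' class.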

Given the prevalence of SOX17 DNA motifs over Early&Constant and Late regions compared to Transient sites (Fig. 2B), and the fact that GATA6 binds rapidly at the *Sox17* locus to activate its expression (Supplementary Fig. 3A, B and Supplementary Fig. 1E), we reasoned that it could contribute to chromatin opening of these sites. Hence, we profiled SOX17 binding and found that it is efficiently recruited to a large fraction of GATA6 bound regions (Fig. 3B, Supplementary Fig. 3B, C and Source Data 1), predominantly at Early&Constant and Late sites and only anecdotally at Transient sites (Fig. 3B, Supplementary Fig. 3C), matching the distribution of its DNA motif (Fig. 2B, Supplementary Fig. 2). Moreover, comparing the average trends of chromatin accessibility, GATA6 and SOX17 recruitment, we observed that SOX17 is recruited concomitantly to, or slightly before, any measurable increase in chromatin accessibility, whereas GATA6 binding occurs earlier (Supplementary Fig. 3D). 

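SOX17 was profiled by ChIP-seq in the same time course and in XEN cells, with 2 libraries in each of the 7 conditions, 14 in all. The authors called SOX17 peaks and classed each GATA6 binding region as bound by SOX17 or not, and their deposited table gives the pooled SOX17 RPM of each region. The libraries ran from 8.40 to 27.7 M reads where 2 steps account for the low values, those of the knock-down included, with a median of 14.2 M. Some columns are not described by these depths, since the column at 16 h shows a single step, as of 1 library of 20.0 M reads, and the low values before induction need more than 2 steps. The pseudocount for SOX17 was 0.182 RPM.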

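By the authors' class, 18861 of the GATA6 binding regions (44.5%) were bound by SOX17. These were 8627 Early&Constant regions (72.6%), 7603 Late regions (53.4%) and 2631 Transient regions (16.2%). The log2 odds ratio was 2.4 (95% interval 2.33 to 2.46) for Early&Constant, 0.78 (0.72 to 0.84, Fisher's exact p = 3.8e-151) for Late and -3.09 (-3.16 to -3.02) for Transient regions, each with its direction on 20 of 20 chromosomes. Stratifying by region width moved the Late value most, to 1.95. At day 4 the median SOX17 signal was 2.68 RPM at Early&Constant, 1.48 at Late and 0.481 at Transient regions. The Early&Constant median was 5.58 (95% interval 5.43 to 5.80) times and the Late median 3.09 (95% interval 3.02 to 3.19) times the Transient one, and with input subtracted these ratios were 28.0 and 15.2. The last 2 values are unstable, because the low Transient signal leaves a small denominator after subtraction.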

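At the SOX17-bound regions, the median log2 change of SOX17 against the time before induction was -0.048 at 8 h, 0.030 at 16 h, 0.99 at day 1, 1.27 at day 2 and 1.94 at day 4. SOX17 exceeded its value before induction in 41.8% of these regions at 8 h, 53.1% at 16 h, 94.3% at day 1 and 91.0% at day 4. Because the SOX17 class rests on peaks of these same libraries, a rise of SOX17 at bound regions follows in part from the selection. GATA6 had already changed by 1.23 on the log2 scale at 8 h in the same regions, with higher values in 82.0% of them, and by 1.64 at day 1. With a pseudocount 10 times larger, the change of SOX17 at day 4 was 0.91. At Early&Constant regions, median SOX17 went from 0.806 RPM at 8 h to 0.95 at 16 h and 2.17 at day 1, and at Late regions from 0.350 at 8 h to 0.543 at day 1 and 0.670 at day 2. The libraries pooled in the SOX17 column before induction are not fully known, and after the lowest value of the column was taken off that signal was 2.55 times higher per kb at regions bound by PTFs before differentiation than at regions without PTFs, and 2.16 times at 8 h. Chromatin accessibility over time was not analysed here.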

The association of SOX17 binding with faster and stronger chromatin opening was confirmed by dividing GATA6 bound regions in those recruiting SOX17 or not, since we observed that only the former display rapid, strong and constant GATA6 binding and chromatin accessibility (Fig. 3C, top). Moreover, SOX17-bound regions were also subject to a prominent reorganization of nucleosomes, as established by MNase-seq using sufficiently drastic conditions to observe the disappearance of fragile nucleosomes (Fig. 3C, bottom). Indeed, an apparent central nucleosome-depleted region flanked by ordered nucleosomes appeared as early as 8 h post-induction and consolidated throughout the 4 days of PrE differentiation at SOX17-bound loci only (Fig. 3C, bottom). Therefore, SOX17, an early target of GATA6, reinforces GATA6 binding and strongly contributes to chromatin opening and nucleosome organization. 

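At regions recruiting SOX17, the median GATA6 signal was 1.4 RPM at 8 h, 2.00 at day 1, 2.07 at day 2 and 2.88 at day 4. The 23542 regions without SOX17 had 1.53 RPM at 8 h, 0.996 at day 1, 0.780 at day 2 and 0.716 at day 4. At day 4 the median with SOX17 was 4.03 (95% interval 3.93 to 4.11) times that without, and 6.68 times with input subtracted. At 8 h the ratio of medians was 0.915 (95% interval 0.886 to 0.947), below 1. It was 0.631 per kb and 0.748 with input subtracted, whereas the means were 3.53 and 2.3 RPM, a ratio of 1.53. From 8 h to day 4, GATA6 rose in 69.9% of the regions with SOX17 and in 33.5% of those without. From the comparison of regions with and without SOX17, together with accessibility and nucleosome profiles not analysed here, the paper concludes that SOX17 reinforces GATA6 binding and contributes strongly to chromatin opening.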

Motivated by these observations, and with the aim of avoiding confounding variables due to the presence of distinct initial states driven by PTFs (Fig. 2), we further stratified GATA6 binding regions by their dynamics (Early&Constant, Late, Transient), by the presence of PTFs before differentiation and by the recruitment of SOX17 during differentiation, excluding poorly represented combinations (Supplementary Fig. 3C, Source Data 1). This analysis confirmed the fastest and strongest binding of GATA6 (Supplementary Fig. 4A) as well as the acquisition of chromatin accessibility (Supplementary Fig. 4B) at regions binding PTF before differentiation and recruiting SOX17. Moreover, for all categories the recruitment of SOX17 appeared as an amplifier of chromatin accessibility, especially after d1 (Supplementary Fig. 4B). 

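Stratified by GATA6 dynamics, by PTF binding before differentiation and by SOX17 recruitment, the Early&Constant regions fell into 2901 with PTFs and SOX17, 381 with PTFs only, 5726 with SOX17 only and 2867 with neither. Among Late regions the same groups held 200, 50, 7403 and 6590 regions. Transient regions divided into 1348, 3961, 1283 and 9693. The smallest groups were thus the Late regions with PTFs and the Early&Constant regions with PTFs but without SOX17. Regions counted here as without PTFs before differentiation include those with ectopic PTF binding later on.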

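At 8 h, Early&Constant regions with PTFs before differentiation and SOX17 recruitment had a median GATA6 signal of 9.18 RPM, against 6.63 with PTFs only, 2.16 with SOX17 only and 1.79 with neither. The first median was 4.26 (95% interval 4.03 to 4.47) times that with SOX17 only and 1.39 (95% interval 1.25 to 1.48) times that with PTFs only. Per kb of region width these ratios were 2.63 and 1.06. Transient regions had 4.48 RPM with both, 3.48 with PTFs only, 1.77 with SOX17 only and 1.85 with neither. At day 4 the Early&Constant medians were 4.96 RPM with both, 1.62 with PTFs only, 4.26 with SOX17 only and 1.34 with neither. The ratio between the groups with SOX17, with PTFs to without, was then 1.16 (95% interval 1.1 to 1.24), and it reversed to 0.820 per kb.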

Further, comparing nucleosome profiles derived from accessibility datasets (Supplementary Fig. 4C) and from stringent MNase digestion (Supplementary Fig. 4D), we could confirm the appearance of fragile nucleosomes at GATA6 binding regions during GATA6 induction, especially at those sites recruiting SOX17, more rapidly at Early&Constant than at Late sites and only transiently at Transient sites (Supplementary Fig. 4C, D). Notably, by day 4 of differentiation, the initial differences mediated by PTFs had been fully erased. Transient sites showed no signs of fragile nucleosomes (in accord with reduced levels of accessibility), and Early&Constant and Late sites showed precisely ordered nucleosomal arrays flanking an apparent nucleosome-depleted region at the GATA6 summit. Summarizing these complex dynamic patterns by assessing nucleosome order (Fig. 3D, top) and nucleosome density at the GATA6 binding summit (Fig. 3D, bottom) across GATA6 binding groups provided quantitative support to the conclusion that GATA6 initiates, and SOX17 drastically enforces, an extensive nucleosome remodeling that leads to properly ordered nucleosomes around a central fragile nucleosome sitting at the GATA6 binding summit.

**Fig. 3:**
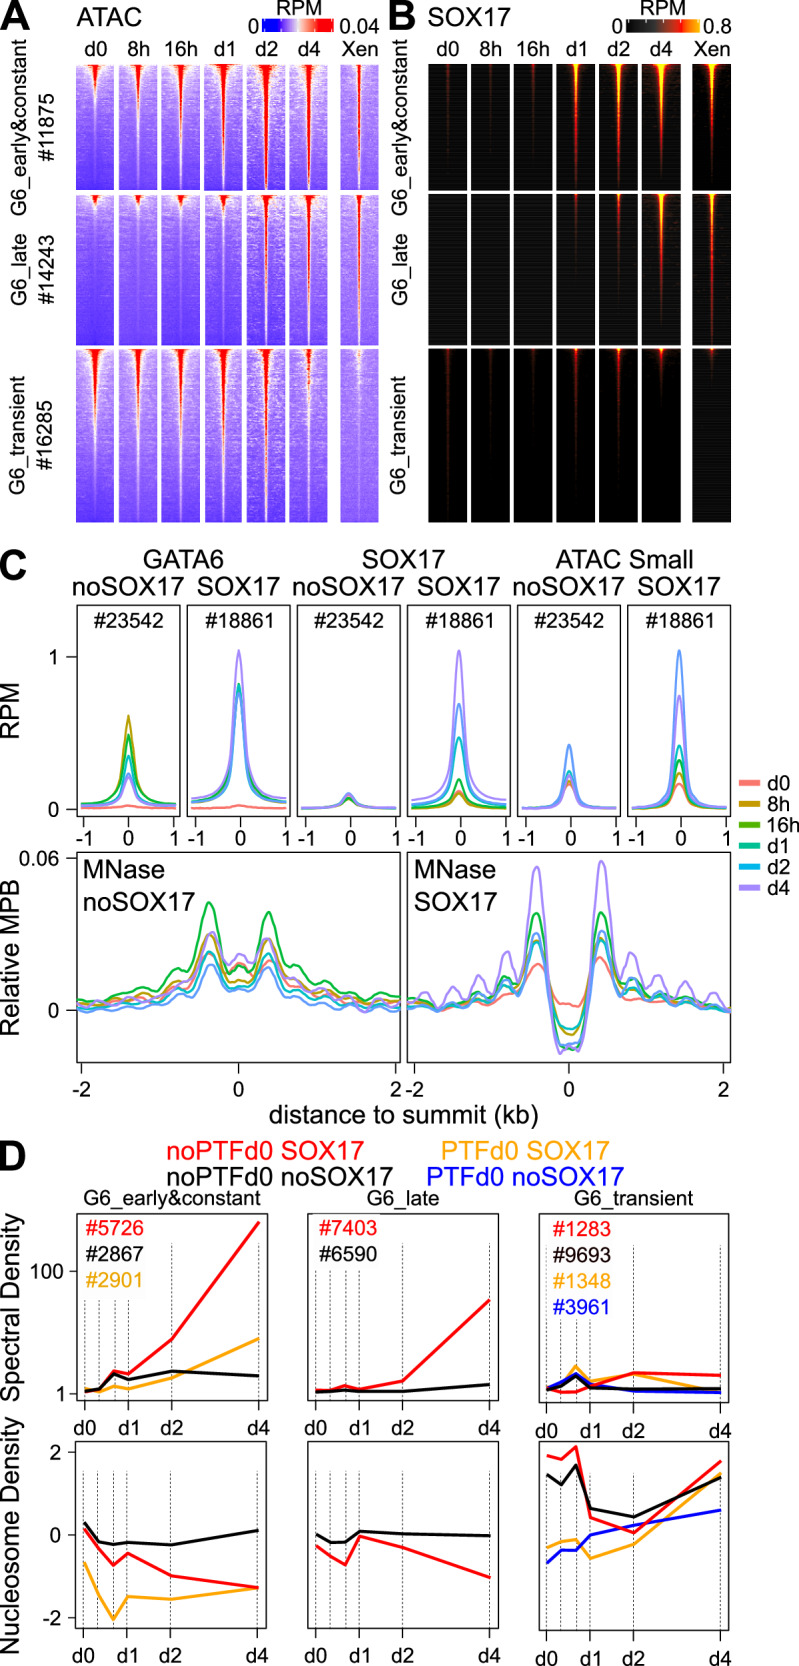
SOX17 recruitment promotes and stabilizes GATA6 binding, leading to increased chromatin remodeling. **A** Evolution of chromatin accessibility measured by ATAC-seq over GATA6 binding groups. Presented and ordered as in Fig. 2A. **B** Evolution of SOX17 binding across the same regions, ordered as in A and Fig. 2. **C** Average profiles of GATA6 binding, SOX17 binding, chromatin accessibility (small ATAC-seq fragments) and nucleosome positioning (MNase-seq) at regions displaying or not SOX17 recruitment, throughout GATA6 induction (colored lines). All plots are centered on the GATA6 summit. **D** Top. Quantification of nucleosome order using the spectral density calculated from the profiles shown in Supplementary Fig. 4D at a period of 180 bases–nucleosome (150 bases) plus linker DNA (30 bases)—throughout GATA6 induction time-points. Bottom. Quantification of nucleosome density over 50 bp centered on the GATA6 summit calculated from the profiles shown in Supplementary Fig. 4D. Source data are provided as a Source Data file.

### OCT4/SOX2 promote nucleosome remodeling at GATA6/SOX17 targets and PrE gene activation

We next aimed at monitoring PTFs binding along GATA6 induction, with the initial idea of following how the pluripotency network is dismantled. 

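OCT4, SOX2 and ESRRB were profiled by ChIP-seq before Dox and at 8 h, 16 h, 1 day, 2 days and 4 days, with OCT4 and SOX2 also profiled in XEN cells. OCT4 has 13 libraries, a single one in XEN cells and 2 at each time point, and ESRRB has 12, with 2 at each time point. SOX2 has 16 libraries, 3 before induction and 3 at day 4 (of 2 replicate numbers each) and 2 in each other condition. The authors pooled them into a single RPM value per GATA6 binding region and condition, and classed each region as bound by PTFs before differentiation (PTFd0), bound only during differentiation (ectopic) or not bound (noPTF) from their peak calls. Where 2 steps account for the low values, the library depths in M reads ran from 12.7 to 37.7 for OCT4, from 7.18 to 31.2 for SOX2 and from 7.14 to 20.9 for ESRRB. The low values before induction need more steps than that for all 3 factors, so that the libraries pooled there are not known, and ESRRB at 8 h shows a single step, as of 1 library of 9.10 M reads. The pseudocounts were 0.167 RPM for OCT4, 0.195 RPM for SOX2 and 0.164 RPM for ESRRB. PTF sites outside the GATA6 binding regions were not analysed here.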

Upon OCT4, SOX2 and ESRRB profiling (Fig. 4A, Supplementary Fig. 5A and Source Data 1), we observed that GATA6 binds consistently to around a fifth of all sites bound by PTFs in undifferentiated ES cells (Fig. 4A). Moreover, GATA6 preferentially targets regions characterized by high levels of PTF binding, especially OCT4 (Fig. 4A and Supplementary Fig. 5B). In contrast to our expectations, we found that at regions targeted by GATA6, binding of PTFs was detected during a longer period after GATA6 induction than at regions not targeted by GATA6, which lose almost all signs of PTFs binding during the very first days of GATA6 induction (Fig. 4A and Supplementary Fig. 5B). 

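At the 8841 GATA6 binding regions bound by PTFs before differentiation, the median OCT4 signal was 3.16 RPM before induction, 3.77 at 8 h, 2.87 at day 1, 2.77 at day 2 and 1.08 at day 4. SOX2 had a median of 4.05 RPM before induction, 4.43 at 8 h, 2.57 at day 1, 2.82 at day 2 and 0.926 at day 4. ESRRB went through medians of 1.8 RPM before induction, 1.98 at 8 h, 1.33 at day 1, 0.942 at day 2 and 0.558 at day 4. The median log2 change from before induction to day 2 was -0.25 for OCT4, -0.53 for SOX2 and -0.80 for ESRRB, and to day 4 it was -1.41, -1.86 and -1.38. With a pseudocount 10 times larger the day 4 changes shrank to -0.72, -0.91 and -0.60. OCT4 at day 2 was still above its value before induction in 39.8% of these regions, and SOX2 in 19.7%. The regions were selected for a peak before induction in these same libraries, so a later decline may follow in part from the selection. Input at these regions had a median of 0.711 RPM before induction and 0.622 at day 4. Regions not targeted by GATA6, the other side of the comparison, were not analysed here.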

While a global reduction of PTFs binding is expected given the downregulation of their expression (Supplementary Fig. 1D, E and Source Data 1), their transient retention at GATA6 bound regions suggests that the declining pool of remaining molecules is specifically redirected at these sites. In addition, our analyses identified a cluster of GATA6 regions experiencing ectopic binding of PTFs during differentiation, especially of OCT4/SOX2 (Fig. 4A and Supplementary Fig. 5A, B). These regions were found enriched for Early&Constant GATA6 binding regions and for SOX17 recruitment (Fig. 4B, C), displayed high levels of GATA6 and SOX17 binding and rapidly gained accessibility (Fig. 4D top) to levels even higher than those observed at the best PTFs sites in ES cells (Supplementary Fig. 5C, top row). In contrast, PTFs' binding sites not targeted by GATA6 progressively lost chromatin accessibility (Supplementary Fig. 5C, top row). 

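Ectopic PTF binding was called by the authors at 7038 GATA6 binding regions (16.6%). The class rests on peaks of these same libraries, absent before induction and called later, so a rise of PTF signal there follows in part from the selection. OCT4 at these regions had a median of 1.00 RPM before induction, 0.970 at 8 h, 2.13 at day 1, 2.27 at day 2 and 2.06 at day 4. The median log2 change from before induction to day 2 was 1.09 (95% interval 1.07 to 1.11) for OCT4, 0.55 (0.53 to 0.57) for SOX2 and -0.049 (-0.064 to -0.039) for ESRRB. Values at day 2 exceeded those before induction in 96.1% of the regions for OCT4, 82.0% for SOX2 and 45.6% for ESRRB. A 10-fold larger pseudocount gave 0.55 for OCT4 and 0.25 for SOX2. At noPTF regions the changes over the same interval were 0.17 for OCT4 and 0.025 for SOX2. The locus of Supplementary Fig. 5A, on chromosome 3 of mm10, holds 8 of the GATA6 regions, 5 of them ectopic. The Early&Constant region from 121500264 to 121501824, in an intron of Slc44a3, is ectopic, and OCT4 there went from 2.61 RPM before induction to 1.4 at 8 h, 9.31 at day 1 and 11.3 at day 2, while SOX2 went from 2.78 to 9.08 at day 2 and ESRRB from 4.07 to 6.70. At the Transient region from 121458308 to 121459120, intergenic and also ectopic, OCT4 was 1.82 RPM before induction, 2.34 at day 2 and 0.934 at day 4.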

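Ectopic PTF binding was called in 36.3% of Early&Constant regions, 10.1% of Late regions and 7.92% of Transient regions. The log2 odds ratio against all other regions was 2.54 (95% interval 2.46 to 2.62) for Early&Constant, -1.72 (-1.81 to -1.62) for Transient and -1.15 (-1.24 to -1.06, Fisher's exact p = 1.2e-155) for Late regions. Among SOX17-bound regions the share was 29.3%, against 6.46% of the others, a log2 odds ratio of 2.58 (2.49 to 2.67). All 4 directions held on 20 of 20 chromosomes. Because Early&Constant regions are more often SOX17-bound, the values were also stratified, a choice made after seeing the data, and were 1.91 for Early&Constant within the SOX17 classes and 2.13 for SOX17 within the GATA6 clusters. Within the SOX17 classes the Transient value was -0.67 and the Late value -1.63, so that Late and no longer Transient regions had the lower one. At day 4 the median GATA6 signal was 3.42 RPM at ectopic and 1.06 RPM at noPTF regions, a ratio of 3.21 (95% interval 3.10 to 3.34) that was 1.93 per kb of width. For SOX17 the medians were 3.18 and 0.874 RPM, a ratio of 3.63 (95% interval 3.48 to 3.82). At day 1 these regions had 2.88 and 0.905 RPM of GATA6. From the retained and ectopic binding of PTFs, with nucleosome and expression data not analysed here, the paper concludes that GATA6 and SOX17 maintain PTF binding and repurpose it.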

Analysis of nucleosome profiles from accessibility datasets confirmed previous observations, with the detection of nucleosomes at the GATA6 summit (Supplementary Fig. 5C middle row). Using stringent MNase digestion, we could, however, unmask the appearance of an apparent nucleosome-depleted region concomitantly with ordered flanking nucleosomes (Fig. 4D bottom, Supplementary Fig. 5C bottom row), which was much more pronounced at regions of ectopic PTFs binding than at those not associated with their recruitment. Similarly, focusing on regions bound by PTFs in undifferentiated ES cells and comparing those that are either targeted or not by GATA6, we could confirm that only the later exhibit a progressive invasion of the region by stable nucleosomes, whereas those associated with GATA6 preserve an apparent nucleosome depleted region that represent the presence of fragile nucleosomes, particularly at early time-points after Dox induction (Supplementary Fig. 5C bottom row). Furthermore, we found that GATA6 sites with ectopic OCT4/SOX2 binding were strongly and very specifically associated with gene activation events occurring early following GATA6 induction, whereas regions not associated with PTFs were equally associated with gene activation at any time (Fig. 4E). In contrast, the regions displaying PTFs before differentiation tend to be associated with early repressive gene changes (Fig. 4E). We conclude that GATA6 and SOX17 maintain and repurpose PTFs binding, leading to a prominent nucleosome remodeling and the rapid activation of PrE genes.

**Fig. 4:**
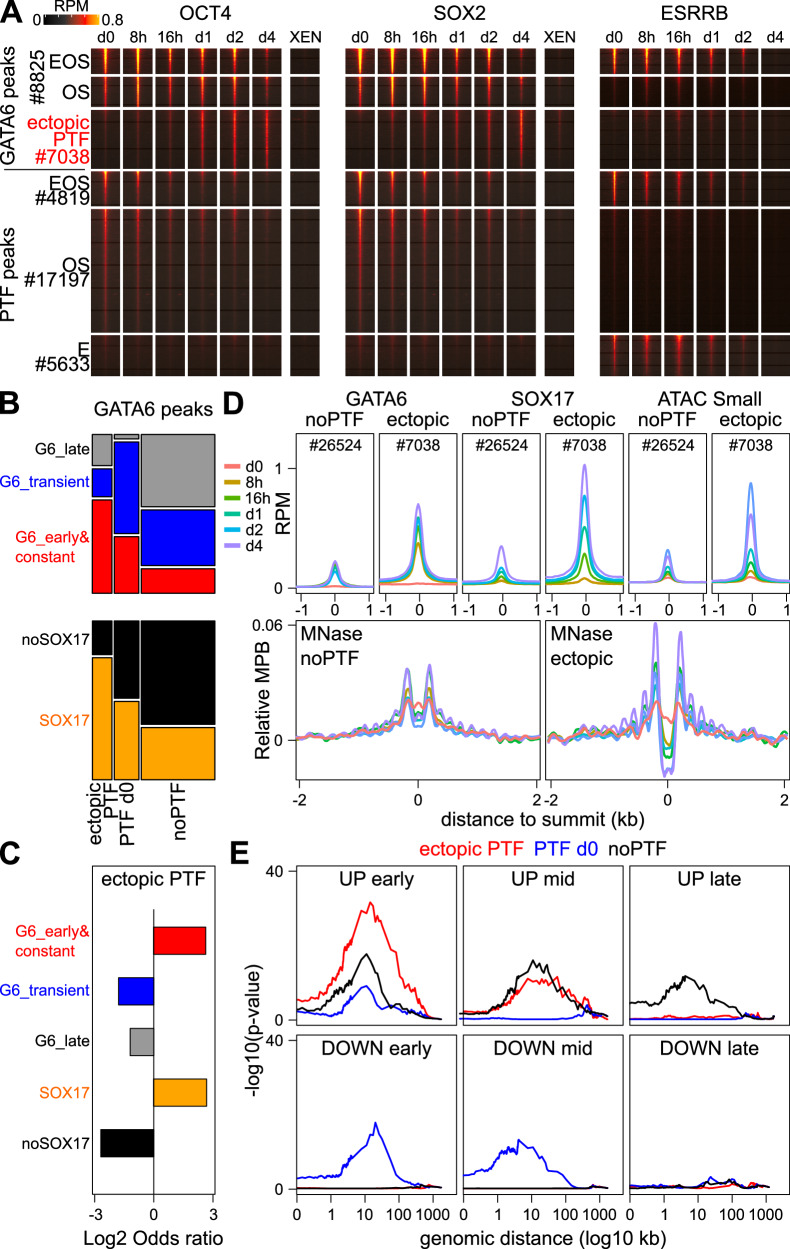
GATA6 maintains and promotes ectopic binding of pluripotency TFs during PrE differentiation. **A** Binding dynamics of OCT4, SOX2 and ESRRB upon GATA6 induction, both at GATA6 peaks showing pluripotency TF binding before or during differentiation (i.e., GATA6 peaks lacking pluripotency TF binding are omitted) and at other pluripotency TF binding sites in undifferentiated ES cells. **B** Correlations between categories of GATA6 binding segregated by pluripotency TF binding (*X* axis) and by GATA6 dynamics (top; *Y* axis) or by SOX17 binding (bottom; *Y* axis). The dependency between variables was assessed with two-sided Chi-square tests (*p* < 2.2e-16). **C** Log2 odds ratio of the proportion of regions displaying ectopic pluripotency TF binding across different GATA6 binding groups shown on the left. The statistical significance of the enrichments/depletions was assessed with two-sided Fisher's Exact tests (*p* < 1.3e-155). **D** Average profiles of GATA6 binding, SOX17 binding, chromatin accessibility (small ATAC-seq fragments) and nucleosome positioning (MNase-seq) at regions displaying no pluripotency TF binding at all (noPTF) or an ectopic recruitment (ectopic), throughout GATA6 induction (colored lines). All plots are centered on the GATA6 summit. **E** Statistical association of GATA6 binding regions divided by pluripotency TF binding groups, with the six groups of differentially expressed genes shown in Fig. 1B, measured with two-sided Fisher Exact tests at increasing distances. Source data are provided as a Source Data file.

### OCT4 promotes GATA6 and SOX17 activity to activate PrE-associated genes

Given the strong link existing between ectopic OCT4/SOX2 binding, strong GATA6 recruitment and nucleosome remodeling and the activation of early GATA6-responsive genes, we decided to test whether OCT4 is strictly required for PrE differentiation. To address this, we triggered siRNA-mediated *Oct4* knockdown concomitantly with Dox induction of GATA6. After 2 days, when major ectopic OCT4 recruitment is observed (Fig. 4), we observed a consistent reduction of *Oct4* mRNA expression (Supplementary Fig. 6A) that led to a nearly full abrogation of OCT4 by day 4 (Supplementary Fig. 6B, top and Source Data 2), when control cells subject to non-targeting siRNAs still displayed low but measurable OCT4 levels (Supplementary Fig. 6B, top and Source Data 2). This accelerated loss of OCT4 was found to be accompanied by a lower efficiency of PrE differentiation: *Oct4*-kd cells exhibited a lack of clearly defined islands of PrE-like cells (Fig. 5A), a subpopulation of SOX17 negative cells (Fig. 5B, Supplementary Fig. 6B, middle and Source Data 2), and generally reduced PDGFRa expression (Fig. 5B, Supplementary Fig. 6B, bottom and Source Data 2). We conclude that the experimental reduction of OCT4 expression during GATA6 induction decreases the efficiency of GATA6-mediated PrE differentiation. RNA-seq analyses further confirmed this conclusion, as we found 485 genes that were consistently downregulated at day 2 of simultaneous GATA6 induction and *Oct4* knockdown, and 273 that were upregulated (Supplementary Fig. 6C, Source Data 1). Statistical analyses showed a strong link between OCT4 and GATA6-responsive genes, with genes downregulated upon *Oct4* knock-down being strongly enriched in genes rapidly upregulated by GATA6 (Supplementary Fig. 6D). Moreover, while GATA6-induced genes are generally associated with PrE differentiation in vivo (Fig. 1C), those that are also downregulated upon *Oct4* knock-down displayed stronger and more homogeneous induction levels in the E4.5 embryonic PrE versus the undifferentiated epiblast (Supplementary Fig. 6E). Thus, OCT4 promotes the activation of a substantial fraction of GATA6 targets, improving PrE differentiation. 

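GATA6 and SOX17 ChIP-seq was carried out on cells nucleofected with small interfering RNAs (siRNAs) against Oct4 or with a control pool that targets no gene, and given Dox at the same time, after 48 h. Each factor has 2 libraries per siRNA, 8 in all, and the 4 input libraries of these cells were not used here. The authors quantified the same GATA6 binding regions in these libraries and deposited a pooled RPM value per region, factor and siRNA, so that the spread between the 2 knock-downs cannot be given. They tested GATA6 binding between the siRNAs with DESeq2 and deposited its outcome as a class of each region, decreased, increased or unchanged, from thresholds on the false discovery rate and on the log2 fold change. That test was not repeated here, since it needs reads per replicate, and the authors' classes are used. The GATA6 libraries held 31.1 and 23.1 M reads with control siRNA and 27.6 and 10.1 M with Oct4 siRNA. For SOX17 these depths were 23.9 and 19.4 M, and 27.7 and 13.7 M. Reads on the regions made up 14.4% of the GATA6 libraries with control and 14.6% with Oct4 siRNA, but 7.37% and 11.7% of the SOX17 libraries. The median log2 change over all regions was -0.0040 for GATA6 and 0.53 for SOX17, a shift of SOX17 that bears on each of its changes upon knock-down.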

To investigate how OCT4 promotes GATA6 activity, we profiled GATA6 and SOX17 after 2 days of simultaneous GATA6 induction and *Oct4* knockdown. 

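In the authors' deposited table, 2651 GATA6 regions are classed as decreased, 3636 as increased and 36116 as unchanged upon Oct4 knock-down. At decreased regions the median GATA6 signal was 5.70 RPM with control and 2.72 RPM with Oct4 siRNA, a median log2 change of -1.01. At increased regions it went from 2.04 to 4.86 RPM, a change of 1.16, and at unchanged regions the change was -0.022. These GATA6 differences follow from the classes, which rest on the same libraries. SOX17, which did not enter the classes, went from 2.21 to 1.94 RPM at decreased regions, a median log2 change of -0.14 (95% interval -0.16 to -0.12). It rose from 1.35 to 4.30 RPM at increased regions, a change of 1.44, and by 0.50 at unchanged regions. Relative to the shift of all regions, an adjustment chosen after seeing the data, SOX17 changed by -0.67 at decreased and 0.91 at increased regions on the log2 scale. SOX17 was higher with Oct4 siRNA in 38.3% of decreased, 99.9% of increased and 83.4% of unchanged regions. A pseudocount 10 times larger gave -0.077 for SOX17 at decreased regions.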

We found that among our collection of GATA6 peaks, 2651 regions displayed lower GATA6 and SOX17 binding, whereas 3636 showed higher levels upon *Oct4* knockdown (Fig. 5C and Source Data 1). Notably, a strong correlation could be observed between the effects triggered upon *Oct4* knock-down and the presence of PTF binding, with a strong enrichment for regions bound by PTFs at sites displaying reduced GATA6/SOX17 binding (Fig. 5D). Conversely, an enrichment for regions lacking PTFs binding could be noted for those displaying increased GATA6/SOX17 binding (Fig. 5D). Therefore, we conclude that the premature loss of OCT4 leads to inefficient GATA6 and SOX17 recruitment at a subset of GATA6 targets where OCT4 is needed to maximize the binding and activity of TFs driving PrE differentiation. 

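In the authors' deposited table, 1174 of the regions bound by PTFs before differentiation were decreased upon Oct4 knock-down, or 13.3%, against 4.40% of the other regions. The log2 odds ratio was 1.73 (95% interval 1.62 to 1.85, two-sided Fisher's exact p = 3.8e-174). Of the regions with ectopic PTF binding, 886 were decreased in the authors' deposited table, or 12.6% against 4.99%, a log2 odds ratio of 1.46 (1.33 to 1.58, Fisher's exact p = 8.5e-107). Regions without PTFs were decreased in 2.23% of cases, a log2 odds ratio of -2.71 (-2.84 to -2.57). All directions held on 20 of 20 chromosomes. The value for ectopic binding moved most when only the regions with a GATA6 signal above the median were used, to 0.59, and stratified by that signal the value for binding before differentiation was 1.28.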

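Regions increased upon Oct4 knock-down in the authors' deposited table included 2788 noPTF regions, or 10.5% of these against 5.34% of the others, a log2 odds ratio of 1.06 (95% interval 0.94 to 1.17, Fisher's exact p = 2.0e-80). Among regions bound by PTFs before differentiation, 2.49% were increased (log2 odds ratio -2.15, Fisher's exact p = 1.3e-147). Ectopic regions were neither enriched nor depleted beyond the test's error, with 8.92% against 8.51% (log2 odds ratio 0.076, Fisher's exact p = 0.253) and a positive direction on 12 of 20 chromosomes. This last value turned negative within deciles of the highest GATA6 signal, at -0.55. By GATA6 dynamics, the authors' deposited table has 2731 Late, 858 Early&Constant and 47 Transient regions among the increased. Stratified by these clusters, an alternative chosen after seeing the data, the log2 odds ratio was 0.15 for noPTF regions and -0.61 for those bound by PTFs before differentiation. Among the alternatives set before the data were examined, stratifying gave 1.97 and -2.79 within deciles of region width, and 2.51 and -3.04 within deciles of the highest GATA6 signal. From the decrease at regions with PTFs and the increase at regions without, the paper concludes that losing OCT4 early makes GATA6 and SOX17 recruitment inefficient at a subset of GATA6 targets that need OCT4, while other sites gain binding.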

In turn, other sites not associated with OCT4 experience increased binding activity. To link these effects with gene expression changes, we established the enrichment profile of OCT4-responsive genes in the vicinity of the regions displaying differential GATA6/SOX17 binding (Fig. 5E). We observed that genes downregulated upon *Oct4* knock-down were strongly enriched close to regions subject to a loss of GATA6/SOX17 binding, whereas upregulated genes were enriched, albeit at lower levels, in proximity of regions displaying increased binding. This strong correlation highlights the functional link existing between gene expression changes and variations in GATA6/SOX17 binding, especially regarding genes activated by GATA6/SOX17 that require OCT4 to reach maximal expression. Accordingly, when we monitored the expression fold change of the closest genes of each of the regions displaying altered GATA6/SOX17 binding, we observed a clear downregulation tendency for the closest genes to the regions losing GATA6/SOX17 upon Oct4 knock-down (Supplementary Fig. 6F). We conclude that OCT4 promotes GATA6 and SOX17 binding and activity at regions controlling the expression of a selected group of PrE-associated genes.

**Fig. 5:**
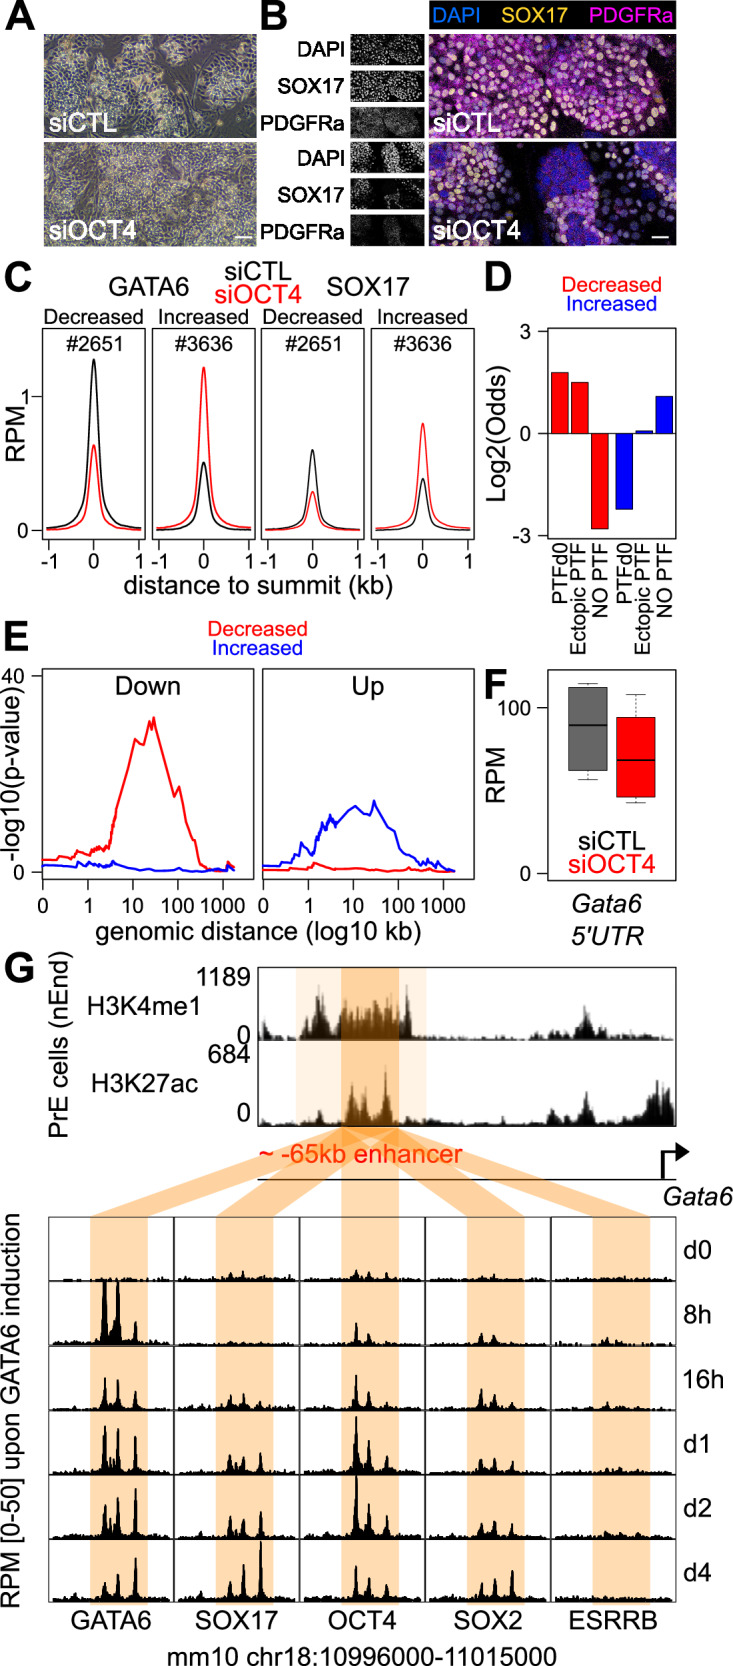
OCT4 promotes GATA6 activity and *Gata6* expression. **A** Representative photomicrographs of cells subject to GATA6 induction and to either non-targeting control siRNAs or *Oct4* knockdown for 4 days (*n* = 6 independent kd). The scale bar represents 100 µm. **B** Immunostaining of SOX17 and PDGFRa after 4 days of GATA6 induction and control or *Oct4* siRNAs (representative of 6 independent kd). The scale bar represents 30 µm. **C** Average profile of GATA6 and SOX17 binding at regions identified as showing decreased or increased GATA6 binding (FDR < 0.1 and absolute Fold-change > 0.5) after 2 days of GATA6 induction and *Oct4* knockdown. **D** Log2 odds ratio of the proportion of regions displaying decreased or increased GATA6 binding across groups of regions displaying different behaviors of pluripotency TF binding, shown on the bottom. The statistical significance of the enrichments/depletions was assessed with two-sided Fisher Exact tests (*p* = 3.8e-174 and 8.5e-107 for regions binding pluripotency TFs from d0 or ectopically, respectively). **E** Statistical association of GATA6 binding regions showing increased or decreased GATA6 binding upon *Oct4* knock-down, with genes displaying down or upregulated expression, measured with Fisher's Exact tests at increasing distances. **F** Expression of endogenous *Gata6* expression, measured by quantification of its 5’UTR absent in the ectopic transgene, upon control or *Oct4* knock-down during GATA6 induction (day 2; paired two-sided *T* test *p* = 0.003992; *n* = 6 independent kd; median—bar; 25–75% percentiles—box; 1.5-folds the inter-quartile range—whiskers). **G** Identification of an active enhancer based on histone marks (top) ~65 kb upstream of *Gata6,* showing no TF binding before differentiation but rapidly recruiting GATA6 and SOX17 and displaying ectopic OCT4/SOX2 binding during GATA6 induction. Source data are provided as a Source Data file.

### OCT4 induces *Gata6* expression and is essential for PrE differentiation

Among the PrE-associated genes activated by OCT4 (Source Data 1), we noticed *Gata6* itself, which we measured by focusing on its 5’UTR, exclusively present in the endogenous alleles and not in the ectopic transgene (Fig. 5F). Exploration of our TF binding data around the *Gata6* locus (Fig. 5G) identified a region of fast GATA6 and SOX17 binding, where OCT4/SOX2 are ectopically recruited upon GATA6 induction and, notably, which displays the chromatin signature of an active enhancer, as observed using published datasets^34^. 

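The window drawn upstream of Gata6 in Fig. 5G holds a single region of the authors' deposited table, on chromosome 18 of mm10 from 11009081 to 11010048. It is intergenic, 42.6 kb upstream of the annotated Gata6 transcription start at 11052064, and is classed as Early&Constant, SOX17-bound, ectopic for PTFs and closed in ES cells. GATA6 there was 0.817 RPM before induction, 2.24 at 8 h, 7.73 at 16 h, 7.73 at day 2 and 9.58 at day 4. SOX17 was 0.991 RPM before induction, 0.969 at 8 h, 1.4 at 16 h, 4.84 at day 1 and 11.2 at day 4. OCT4 went from 1.07 RPM before induction to 0.941 at 8 h, 2.96 at day 1 and 3.16 at day 2, and SOX2 from 1.17 to 0.802, 2.80 and 2.93 RPM. Input over the same region also rose, from 0.566 RPM before induction and 0.549 at 16 h to 1.11 at day 1 and 1.67 at day 4, with 1.76 in XEN cells. The other peaks drawn in this window were not analysed here, nor were the histone marks.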

Upon *Oct4* knockdown, we further observed reduced GATA6 binding at the *Gata6* enhancer, suggesting a direct effect of OCT4 during PrE differentiation to promote *Gata6* expression (Supplementary Fig. 6G). Thus, the use of an ectopic GATA6 induction system may mask the true effects of OCT4, which may not only be required to maximize GATA6 activity but also its expression. 

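At the region upstream of Gata6, GATA6 was 10.7 RPM with control siRNA and 10.4 RPM with Oct4 siRNA, a log2 change of -0.048. Its class in the authors' deposited table is unchanged. SOX17 was 8.19 RPM with control and 10.7 RPM with Oct4 siRNA, a log2 change of 0.39. The values pool the 2 knock-downs, and no spread between them can be given.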

To test this, we resorted to an established chemical induction of PrE differentiation^58,59^ and used pluripotent cells that express OCT4 fused to an Auxin inducible degradation domain enabling fast and acute depletion upon IAA treatment^60,61^. While both IAA-untreated cells (Fig. 6A–C) and wild-type cells treated with IAA (Fig. 6C) efficiently differentiated into PrE, depleting OCT4 at different time points had strong and variable consequences. When OCT4 depletion was triggered concomitantly with the onset or at day 1 of differentiation, we observed a drastic mortality of the cells, uncapable of surviving the chemical induction (Fig. 6A). In contrast, when OCT4 depletion was performed at day 2 or later during the chemical induction, the differentiation into PrE was as efficient as in IAA-untreated cells (Fig. 6A–C). Hence, OCT4 is essential to allow early differentiating cells to survive, supporting the notion that OCT4 is strictly necessary for PrE differentiation. Furthermore, the quantification of PrE markers during the chemical induction of differentiation revealed low GATA6 and PDGFRA expression (Fig. 6B, C and Source Data 2) in the rare cells that succeeded in differentiating upon IAA treatment from day 1, but also in cells experiencing OCT4 depletion from day 2 and even day 3. The reduction of GATA6 expression, in line with that of *Gata6* upon *Oct4* knockdown, suggests that the early effects of OCT4 depletion observed upon chemical induction also involve the incapacity of the cells to properly induce GATA6 and initiate the large changes required for PrE differentiation. In contrast, once GATA6 has already irreversibly initiated differentiation, or when its expression is ectopically enforced, the depletion of OCT4 and the ensuing downregulation of endogenous *Gata6* are less detrimental.

**Fig. 6:**
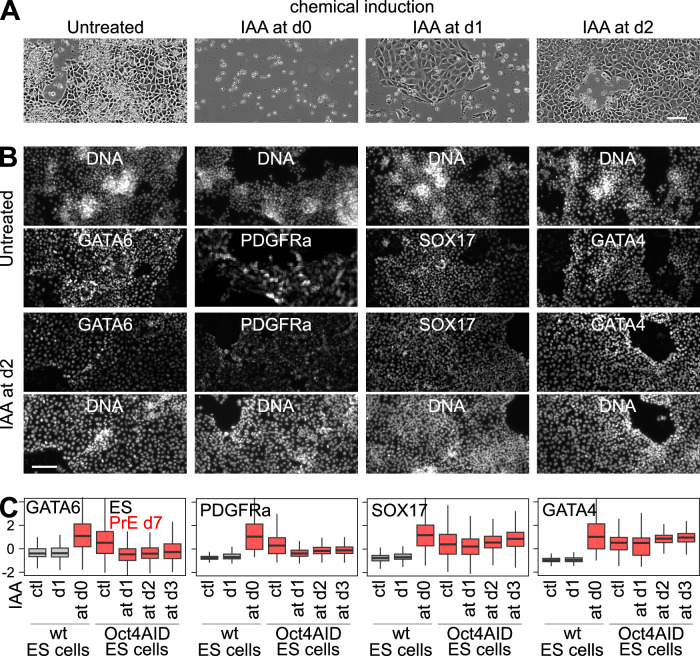
OCT4 is essential during the early stages of PrE differentiation. **A** Photomicrographs of cells subject to chemical PrE induction for 7 days, either untreated or IAA-treated cells to deplete OCT4 from the onset of the chemical PrE induction (d0), from day 1 (d1) or day 2 (d2). The PrE-like cells shown for d1-treated cells represent one of the rare colonies that did not die. The experiment was repeated 2 independent times. The scale bar represents 100 µm. **B** Immunostaining of GATA6, PDGFRa, SOX17 and GATA4, after 7 days of chemical PrE induction, for untreated (top) and IAA-treated cells from day 2 onwards (bottom). The scale bar represents 150 µm. **C** Quantification of all immuno-stainings in control ES cells (ctl in gray), after 1 day of IAA treatment (d1 in gray), and in cells differentiated for 7 days (in red), either wild-type to control for IAA effects or in Oct4-AID cells in the absence of IAA (ctl) or having experienced OCT4 depletion from day 1, day 2 or day 3 onwards. The boxplots show Z-score fluorescence measurements (median—bar; 25-75% percentiles—box; 1.5-folds the inter-quartile range—whiskers; the number of cells analyzed for each factor and condition are, in the same order as in the boxplots, for GATA6: 96243, 78118, 53408, 78178, 14895, 44722, 56419; for PDGFRa: 33965, 38644, 29457, 38204, 25878, 36252, 45315; for SOX17: 78506, 79183, 58912, 64119, 25878, 42948, 62884; for GATA4: 53214, 41156, 31082, 44788, 22362, 41880, 41470, all derived from 2 independent experiments). Source data are provided as a Source Data file.

### Integrated view of GATA6 roles during PrE differentiation

GATA6 leads to PrE differentiation via three major waves of gene regulation, with the earliest ones initiating the downregulation of the players of the pluripotency network and the upregulation of PrE genes, including SOX17. Through a meticulous stratification of GATA6 binding regions, based on GATA6 binding dynamics, the recruitment of SOX17 and the involvement of PTFs before or during differentiation, summarized in Supplementary Fig. 7, we can ascribe these regulatory waves to specific modalities of GATA6 action among its eight main categories (Fig. 7), supported by extensive remodeling of the gene regulatory network (see epistatic diagram in Fig. 7). Opportunistic GATA6 binding at regions made accessible by PTFs is fast even if GATA6 motifs are not particularly good, thanks to the fragilization of nucleosomes mediated by OCT4/SOX2/ESRRB. At these sites, good motifs for SOX17 and its subsequent recruitment determine if GATA6 binding will be stable or, on the contrary, transient. While transient GATA6 binding at these regions leads to their decommissioning and the dismantlement of pluripotency, stable GATA6/SOX17 binding leads to early PrE gene activation. GATA6 also binds at closed regions, acting as a pioneer TF with rapid or slow dynamics depending on the quality of GATA6 and SOX17 motifs. In the presence of good GATA6 motifs, its binding is fast and stable, but without the intervention of other TFs, it does not lead to either strong nucleosome remodeling or particular gene responses. In contrast, when GATA6 is accompanied by SOX17 and OCT4, transiently repurposed for differentiation, it leads to drastic nucleosome remodeling and early activation of PrE genes. When GATA6 motifs are of poorer quality, but provided that good SOX17 motifs are present, GATA6 and SOX17 are recruited later, leading to late gene activation. Thus, while GATA6 initiates a profound nucleosome remodeling characterized by the acquisition of central fragile nucleosomes flanked by ordered nucleosomal arrays and increased chromatin accessibility, this is fully maximized only upon binding of SOX17, OCT4 and SOX2. These TFs, which are regulated by GATA6, are essential for PrE differentiation and positively feed back on *Gata6* by reinforcing a *Gata6* positive autoregulatory loop. Thus, we have identified different modes of direct and indirect action of GATA6 to activate or repress transcription, acting either as an opportunistic or a pioneer TF and unfolding epistatic interactions to rewire the gene regulatory network.

**Fig. 7:**
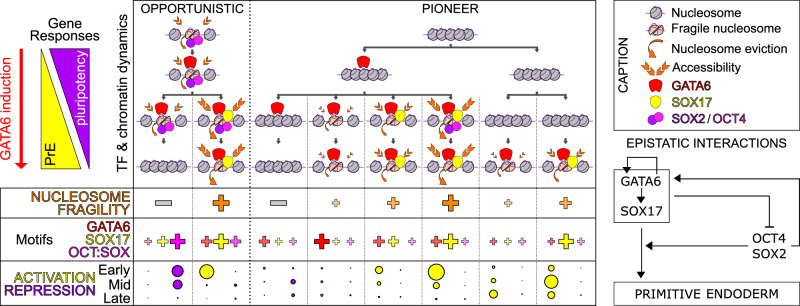
Direct and indirect functional interactions mediated by GATA6. Summary of the molecular observations reported in this study, highlighting different modes of GATA6 binding (opportunistic or pioneer), different dynamics (early versus late and stable versus transient) and different outcomes regarding: recruitment of SOX17 or of OCT4/SOX2; chromatin structure; gene regulatory influences at early, mid or late responsive genes; the occurrence of DNA motifs. A caption and a diagram of the epistatic interactions emerging from kinetic analyses and OCT4-depleted cells are shown.

## Discussion

This study adds to the broad literature supporting a role for GATA factors in pioneering processes^10,11,15–23^. However, we show here that GATA6 maximizes its activity in the context of the cooperative action of several pioneer TFs at defined regulatory elements. This notion might be particularly relevant for GATA factors, for which their pioneering activity is, to some extent, surprising, given that they have two consecutive zinc fingers that bind high-affinity motifs in free DNA but pose steric hindrance issues when DNA is bent in a nucleosome. For GATA3, like for other pioneer TFs binding partial motifs embedded in nucleosomes^26,35,55,62,63^, this may be alleviated thanks to its nucleosomal binding to specific motif geometries consisting of repeated partial motifs^16^. However, we observe a strong dependence of GATA6 on its cognate motif, especially at inaccessible sites. In contrast to what has been suggested for SOX2^64^, this is unlikely to depend on attaining especially high concentrations of GATA6 in our experimental system, which maintains physiological expression levels. Accordingly, GATA6 motifs were already found of better quality in nucleosomal than in free DNA in an independent study that did not use overexpression^55^. Strikingly, these good GATA6 motifs were present in regions also targeted by HNF3^55^, which exhibits greater pioneering capacity than another GATA factor, GATA4^15^. This suggests that cooperative nucleosome attack by several pioneer TFs may help recognition and binding to canonical motifs even when embedded in nucleosomes. Indeed, GATA6 deploys proper pioneering activity in the presence of other pioneer TFs such as OCT4, SOX2 and SOX17. Thus, our data calls for a more nuanced view on the pioneering nature of GATA6, and, by extension, of other GATA factors. As proposed for SOX2^65^, GATA6 acts both as a “settler” and opportunistic TF, when it binds at open regions and decommissions pluripotency enhancers, or as a “pilot” TF guiding further pioneer TF recruitment and remodeling activities (Fig. 7). Of course, we show that GATA6 binds at nucleosomal DNA, regardless of whether it is already made accessible by OCT4/SOX2 or if it is located in closed chromatin, be it naïve or heterochromatic. This, by itself, qualifies GATA6 as a pioneer TF; it remains true, however, that its binding is faster and more robust, and its effects on nucleosomes and accessibility greater, when occurring in cooperation with other TFs. Even though GATA6's effects on chromatin manifest as soon as it binds, one to two days are needed to fully fragilize the nucleosome it targets, position the flanking ones as an ordered array, and fully open up the chromatin. This latency could be dependent on the need for DNA replication, which disrupts nucleosomes^66^ even when targeted by pioneer TFs^67^, but its correlation with the recruitment of other pioneer TFs indicates that GATA6 initiates a process that is fully culminated by cooperative activities. Hence, cooperative interactions between pioneer TFs appear instrumental in the way GATA6 unfolds the gene expression changes that lead to PrE differentiation.

Among the pioneer TFs involved in GATA6 function, we show that OCT4 plays a key role, as suggested more than 20 years ago^36,39^. Even though it has been debated whether its role is cell autonomous^37^ or not^38^, OCT4 contribution to PrE differentiation, while clear, had remained mechanistically enigmatic until now. Here, we show that OCT4 is both an activator of *Gata6* by stimulating *Gata6* autoactivation and a mediator of its early effects, since it is redirected by GATA6 to maximize its own and SOX17 activity and readily enact differentiation. This scenario, strictly reciprocal to the redistribution of somatic TFs upon OCT4/SOX2-induced reprogramming back to pluripotency^49^, is different than previous propositions for a role of PTFs in priming, extending or restoring developmental potential during lineage commitment^22,34,46–48,68^. Moreover, our observation that in the early absence of OCT4 during PrE differentiation, cell viability is compromised, opens non-mutually exclusive interpretations of its relevance. On the one hand, it is possible that GATA6-OCT4/SOX2 activate expression of genes directly involved in cell survival—anti-apoptotic genes (*Bcl2l1*/*Bcl-xl*, *Birc5*/*Survivin* and *Birc6*/*Bruce*) and genes with a role in PrE survival^69,70^ (*Pdgfra*, *Akt1* and *Akt2)* are upregulated upon GATA6 induction (Source Data 1), with PDGFRA expression displaying an attenuated increase in OCT4-depleted cells. On the other hand, the early loss of OCT4 may lead to a molecular context of inadaptation between the signals pushing towards the PrE, the propensity of *Oct4*-/- cells to differentiate along the trophectoderm^36,39^, and their failure to activate *Gata6*, resulting in cell death.

In summary, we show here that GATA6 takes over a multitude of gene regulatory processes, taking advantage of both the *cis*-landscape of DNA binding motifs and pre-established chromatin states, as well as the *trans*-compendium of available pioneer TFs. This enables GATA6 to multitask and to organize its activity over time, such that it can repress pluripotency, timely initiate pioneering activities at new regulatory elements required for successive waves of PrE gene activation and promote new TFs to higher hierarchies to extend its effects beyond its direct binding sites. Thus, even though pioneer TFs are especially attractive for their unique capacity in licensing close regulatory elements^71^, their importance in developmental regulation goes beyond this key structural property. They fully rewire gene regulatory networks to endow the transcriptional changes required to acquire new cell identities.

## Methods

### Cell culture

#### General cell culture conditions

*Gata6*-inducible ES cells were maintained in ES medium: DMEM (Life Tech 31966047) supplemented with 15% FBS (Life Tech 10270106), 10 ng/mL LIF (Miltenyi Biotech 130-099-895) and 100 μM 2-mercaptoethanol (Gibco #31350-010)) on mitomycin C-treated (Sigma M4287) primary mouse embryonic fibroblasts (feeders). OCT4-AID iPS cells^60^ were grown in serum-free 2i-containing medium: 1 µM PD0325901 and 3 µM CHIR99021 (Axon1408 & Axon1386 respectively), 0.5× DMEM/F12 (Gibco, Cat# 31331093), 0.5× Neurobasal (Gibco, Cat# 21103049), 1× N2 supplement 100× (Gibco, Cat# 17502048), 1× B-27 supplement 50× (Gibco, Cat# 17504044), 10 µg/ml Insulin (Sigma, Cat# I1882-100MG), 2 mM L-Glutamine (Invitrogen, Cat# 91139), 37.5 µg/ml BSA (Sigma, Cat# A3311-10G), 100 μM 2-mercaptoethanol (Gibco, Cat# 31350-010), 10 ng/ml recombinant LIF (Miltenyi Biotech, Cat# 130-099-895). XEN cells were cultured in DMEM-15% FBS on feeders.

#### Derivation of Gata6-inducible ES cells

2 × 10^6^ KH2 ES cells^72^ were lipofected with 5 µg of PBS31 vector containing the GATA6-3×HA ORF (Ensembl *Gata6-201*, ordered from Genescript) and 2.5 µg of pCAGGS-FLPe (Gene Bridges). The day after, cells were trypsinized, and 3.5 × 10^6^ were seeded on hygromycin-resistant feeders with 200 µg/mL hygromycin B. Selection was maintained for 10 days, individual antibiotic-resistant clones were picked, genotyped by PCR and tested for GATA6 induction using 1 µg/mL Dox. Two independent clones were selected for further analyses (G6.1 and G6.3). Both clones are available upon request.

#### *Oct4* knock-down

5 million of Gata6-inducible ES cells (#G6.3) were nucleofected with 200 pmol of siRNA using the Amaxa nucleofector II and Mouse Embryonic Stem Cell Nucleofector Kit (Lonza #VPH-1001—program A30) and immediately plated in ES cell media containing 1 µg/mL Doxycycline on MEFs. *Oct4* targeting siRNAs (ON-TARGETplus Mouse Pou5f1 Smartpool siRNA, Dharmacon L-046256-00-0005) were compared to untargeted control siRNAs (ON-TARGETplus Non-targeting Control Pool siRNA, Dharmacon D-001810-10-05). Knock-down efficiency was verified by qPCR, and cells were harvested for analysis 48 or 96 hours after nucleofection.

#### PrE differentiation

*Gata6*-inducible cells were seeded at 100,000 cells/cm^2^ on feeders and differentiation was induced by the addition of 1 µg/mL doxycycline in ES cell medium, which was changed daily. Chemical differentiation was induced as previously described^58,59^. Cells were seeded at 37,000 cells/cm^2^ (∆Ea E14Tg2A and EKOiE cells) or 74,000 cells/cm^2^ (OCT4-AID iPS cells) onto poly-L-ornithine/laminin-coated wells of Ibidi µ-slides (#80446) in endoderm medium: RPMI 1640 Medium, GlutaMAX™ Supplement (Gibco #61870036), 2% B-27 minus insulin (Gibco #15285074) and 100 μM 2-mercaptoethanol (Gibco #31350-010). The day after, the medium was supplemented with 100 ng/ml activin A (R&D # 338-AC-010), 3 μM CHIR99021 (Axon #1386) and 10 ng/ml LIF. The medium was changed every day.

### Imaging

#### Bright-field microscopy

Cell culture pictures were taken on a Nikon Eclipse Ti-S inverted microscope equipped with: CFI S Plan Fluor ELWD ×20 objective; 89 North PhotoFluor LM-75; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. Representative images of more than two independent cultures are shown.

Immunofluorescence of Gata6-inducible ES cells: Cells grown on Ibidi µ-slides (#80446) were fixed in PBS-4% PFA (Electron Microscopy Science #15700) for 20 min. Fixed cells were washed three times in PBS 1×, permeabilized in PBS-0.1% Triton-X-100 (Sigma #T8787) for 10 min and blocked for 20 min in PBST—5% BSA (Sigma #A331). Primary antibody incubation was performed overnight at 4 °C with the following antibodies diluted at 1:1000: goat polyclonal anti-GATA6 (R&D Systems AF1700), mouse anti-OCT4 (clone C10, Santa Cruz #5279), rabbit polyclonal anti-SOX2 (Active Motif #39823), mouse monoclonal anti-ESRRB (Perseus Proteomics, H6-705-00), goat polyclonal α-SOX17 (R&D Systems AF1924–Fig. S1) or Rabbit Monoclonal α-SOX17 (Abcam #ab224637) and rat monoclonal anti-PDGFRA (APA5, Thermo Fisher #14-1401-82). Secondary antibody incubation was carried out at 1:1000 dilution for 2 hours at RT, with appropriate Alexa Fluor®-conjugated Donkey IgG antibodies (Jackson Immunoresearch). Cells were imaged on a Zeiss LSM800 confocal microscope. Representative images of more than two independent differentiations are shown.

#### Immunofluorescence upon PrE chemical conversion

Cells differentiated for 7 days were processed into their respective well, washed with PBS 1×, fixed with freshly prepared PFA 4% for 10 min at room temperature, washed 3 times in PBS 1×, and used for immunostaining. Immunostaining was performed after permeabilization with cold PBS 1×/0.5 % v/v Triton X-100 for 5 min, two washes with cold PBS 1×, and 30 min incubation on ice with PBS 1×/1% Donkey Serum (Sigma, Cat# D9663). Cells were incubated overnight at 4 °C with primary antibodies diluted 1:200 in PBS 1×/1% Donkey Serum: goat polyclonal anti-GATA6 (R&D Systems AF1700), rat monoclonal anti-PDGFRA (APA5, Thermo Fisher #14-1401-82), Rabbit Monoclonal anti-SOX17 (Abcam #ab224637), goat polyclonal anti-OCT4 (R&D systems #AF1759), goat polyclonal anti GATA4 (Santa Cruz #sc1237), goat polyclonal anti-OCT4 (Santa Cruz N19 #sc8628), rat monoclonal anti-NANOG (eBioscience #eBIOMLC-51) or rabbit polyclonal anti-NANOG (Cell Signaling Technology #CS8822S). After three washes in cold PBS 1×, cells were incubated with secondary antibodies diluted in PBS 1×/1% Donkey Serum, washed three times in PBS 1× and nuclei counterstained with DAPI (Vectorlabs, Cat#H-1200). Imaging was performed with an inverted Nikon Eclipse X microscope equipped with: X20/0.45 (WD 8.2-6.9) objective; LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. Cell Profiler^73^ was used for quantifications.

### Gene expression analyses

#### RNA-seq

*Gata6*-inducible ES cells were trypsinised at each indicated time point and feeders were adsorbed on non-gelatinized plastic dishes for 20 min. Cells were washed once in PBS 1× and lysed in TRIzol. Total RNAs were extracted using chloroform, repurified by acidic phenol-chloroform extraction and precipitated. Stranded, directional polyA selected RNA-seq libraries were constructed and sequenced (paired-end 150 bp reads) on a NovaSeq6000 system (Illumina) by Novogene. Three independent replicates were used per condition except for XEN cells, for which two were used.

#### Alignments and quantification

Stranded paired-end reads were aligned to the mouse genome (mm10) using STAR^74^, quantified by RSEM^75^ with options “ --calc-pme --calc-ci --estimate-rspd --forward-prob 0.0 --paired-end”, and counts converted into Transcripts Per Million (TPM, Source Data 1) after omitting outliers identified by Principal Component Analysis (>30 standard deviations from the mean for PC1).

Differentially expressed genes (DEGs): RSEM estimated read counts per sample were rounded and used in DESeq2^76^ without independent filtering. For Gata6 induction assays, all genes with FDR < 0.05 and absolute log2 fold-change >1 in at least one time-point compared to untreated cells (d0) were considered as DEGs. DEGs complying with these filters at 16 h or 24 h onwards were considered Early_UP/DOWN; at d2 or d3 onwards, Mid_UP/DOWN; at d4 and d7 or only at d7, Late_UP/DOWN. The remaining DEGs displaying more complex behaviors regarding FDR/FC filtering (e.g., FDR < 0.05 at non-consecutive time-points) were clustered based on their expression trends identified using K-means (R function k means() with options *k* = 6, nstart = 50, iter.max = 50). The average profile of each cluster was visualized, and the genes were attributed to the closest Early/Mid/Late_UP/DOWN group. For *Oct4* knockdown assays, all genes with FDR < 0.05 and absolute Fold-Change >0.5 were considered as DEGs; they were further filtered to belong to the list of *Gata6*-responsive genes.

#### Developmental annotation

Correlations to developmental gene expression were made using a published study of mouse embryos around gastrulation^52^, with the processed data downloaded from ftp.ebi.ac.uk/pub/databases/scnmt_gastrulation.

#### Correlations to TF binding sites

Enrichments of each group of DEGs in proximity to different categories of TF binding sites were calculated using right tail *p* values of Fisher's Exact tests for the genes of each DEG cluster present within x bp of each TF binding site under consideration, for x in [1:1e + 9] bp, compared to background associations obtained from all considered genes.

### Chromatin assays

Chromatin Immunoprecipitation and sequencing (ChIP-seq): Cells were trypsinized, feeder adsorbed, and crosslinked at ~5 × 10^6^ cells/mL in PBS 1× supplemented with 2 mM DSG (Sigma-Aldrich, 80424) for 50 min followed by 10 min in PBS 1× 1%PFA (Electron Microscopy Science #15700). Crosslinking was stopped with 0.125 mM glycine, and cells were pelleted and washed once with cold PBS 1×. Crosslinked cells were either used directly for chromatin preparation or frozen in liquid nitrogen and stored at −80 °C for later processing. Fixed cells were resuspended in 2 ml of swelling buffer (25 mM Hepes pH 7.95, 10 mM KCl, 10 mM EDTA, 0.5% IGEPAL and 1× Roche protease cocktail inhibitor) and incubated on ice for 20 min. The suspension was passed >30 times in a douncer. Nuclei were centrifuged (250 × *g*, 15 min at 4 °C) washed and resuspended in TSE150 (0.1% SDS, 1% Triton-X100, 2 mM EDTA, 20 mM Tris-HCl pH8, 150 mM NaCl, 1× PIC) at ~3 × 10^4^ cells/mL. Samples were sonicated in 1.5 ml tubes (Diagenode) using a Bioruptor Pico (Diagenode) for eight cycles (30 s ON/30 s OFF). After centrifuging at max speed for 15 min, an aliquot was used to check the sonication efficiency and the chromatin was stored at −80 °C for further use. Immunoprecipitation was performed with 12.5 µg of chromatin per immunoprecipitation, after pre-clearing in TSE150 containing 50 μl of protein G Sepharose beads (Sigma-Aldrich #P3296) 50% slurry blocked with 0.5 mg/mL BSA and 1 mg/mL yeast tRNA (Roche #10109495001) on a rotating wheel for 3 hours at 4 °C. Pre-cleared chromatin was incubated at 4 °C overnight rotating on-wheel with the following antibodies: anti-GATA6 (Cell Signaling technology #5851); anti-OCT4 (abcam ab19857); anti-SOX2 (Active Motif 39823); anti-ESRRB (Perseus Proteomics, H6-705-00); anti-SOX17 (R&D Systems AF1924). A 20 µL aliquot was reserved for input, and 50 µL of blocked protein G beads were added for 1 h 30 mins at 4 °C on-wheel. Beads were pelleted and washed on-wheel with 1 mL cold buffer in the following order: three washes in TSE150, 1 wash in TSE500 (TSE150 but with 500 mM NaCl), 1 wash in washing buffer (10 mM Tris-HCl pH8, 0.25 M LiCl, 0.5% NP-40, 0.5% Na-deoxycholate, 1 mM EDTA) and 2 washes in TE. ChIP was eluted in 100 mL elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8) and beads rinsed in 150 mL TE-1% SDS. The eluate and supernatant were pooled. Input and precipitated chromatin were reversed-crosslinked overnight (65 °C in TE–1% SDS with 100 µg stabilized Proteinase K; Eurobio #GEXPRK01), phenol-chloroform-extracted and ethanol-precipitated. Libraries were constructed using the NEBNext Ultra II DNA library prep kit (NEB #E7645) using 0.6 µM annealed adapters for ligation. Custom designed Y/forked adapters based on Illumina Truseq indexes with 6-8nt unique molecular identifiers (UMI) 3’ of the index sequence were used^57^. Libraries were amplified by 8 to 12 PCR cycles, purified using SPRI beads, quantified with a Qubit 3 (Invitrogen) and fragment size distribution checked on an Agilent 2200 Tapestation. Pooled libraries were sequenced (single-end 75 bp reads) on a Nextseq2000 sequencing system (Illumina), except *Oct4* knock-down libraries, which were sequenced in PE (100). For most conditions, two independent chromatin preparations were analyzed, except for GATA6 d0 (*n* = 1), OCT4 XEN (*n* = 1).

#### Assay for transposase-accessible chromatin using sequencing (ATAC-seq)

100,000 cells were washed in PBS 1×, pelleted and resuspended on ice in 50 μL transposition reaction mix (25 μL 2× TD Buffer, 2.5 μL Tn5 Transposase, 22.5 μL nuclease-free H2O, Illumina Nextera DNA library prep kit). The transposition reaction was incubated at 37 °C for exactly 50 min and stopped by the addition of 250 mL of binding buffer (Qiagen MinElute cleanup kit). Transposed DNA was purified with the MinElute cleanup kit (Qiagen #28204) and resuspended in 10 μL of H_2_O. Libraries were prepared by adding 2.5 µL 25 µM primer Ad1.noMX, 2.5 µl 25 µM Ad2 indexing primer^77^, 9 µl Nuclease-Free Water, 1 µl of a 1:8 dilution of Quant-iT Picogreen dye (Invitrogen, # P11496) and 25 µl of KAPA HiFi HotStart 2× Master Mix (Kapa Bioscience #KK2502) to the transposed DNA. Amplification was carried out in a LightCycler II qPCR machine (Roche), and fluorescence was monitored to stop amplification during the exponential phase. Libraries were purified using SPRI beads, quantified using a Qubit 3 (Invitrogen) and fragment size distribution checked on an Agilent 2200 Tapestation. Pooled libraries were sequenced (PE150 reads) on a NovaSeq6000 (Illumina) by Novogene. All ATAC-seq were prepared from three independent cell cultures except for d4 (*n* = 2).

#### Micrococcal nuclease sequencing (MNase-seq)

Cells were fixed in warm ES medium with 1% PFA (Electron Microscopy Science #15700) for 10 min at room temperature and quenched with 0.125 M glycine. Cells were pelleted and washed in ice-cold PBS 1×. 1.25 × 10^6^ fixed cells were resuspended in 500 µL of MNase buffer (50 mM Tris-HCl pH8, 1 mM CaCl2, 0.2% Triton X-100, 1× Roche Protease cocktail inhibitor) and prewarmed for 10 min at 37 °C. 16 U of MNase (NEB Cat# M0247) was added to the reaction and digestion was carried out for exactly 10 min at 37 °C with low mixing on a ThermoMixer (Eppendorf #5384000020). The reaction was stopped on ice by the addition of 500 µl of 2× STOP buffer (2% Triton X-100, 0.2% SDS, 300 mM NaCl, 10 mM EDTA). Tubes were placed overnight on a rotating wheel at 4 °C to allow diffusion of the digested fragments. The suspension was spun down, and the supernatant frozen at −80 °C. 25 µL of digested chromatin was reversed-crosslinked overnight (see ChIP-seq), phenol-chloroform-extracted and ethanol-precipitated. Samples were resuspended in TE, incubated with 2 µL of RNAse (Roche #11119915001) for 30 min at 37 °C and purified with SPRI beads. DNA concentration was measured using a Qubit 3 (Invitrogen) and size-checked on an Agilent 2200 Tapestation. Libraries were prepared from 20 ng purified DNA: samples were end-repaired, A-tailed for and ligated to 1.25 µL of 0.2 µM annealed custom adapters as previously described^57^. Libraries were amplified by qPCR, and amplification stopped during the exponential phase. Library concentration was measured using a Qubit 3 (Invitrogen), and fragment distribution was checked on an Agilent 2200 Tapestation. Pooled libraries were sequenced (PE150 reads) by Novogene on a NovaSeq6000 (Illumina). All MNase-seq assays were performed on three independent cell cultures.

### Bioinfomatic analyses of chromatin-based datasets

#### Reads processing

Libraries were demultiplexed and fastq files generated (including for index reads for ChIP and MNase-seq libraries) using bcl2fastq conversion software (Illumina). Adapters were trimmed using cutadapt^78^ Trimmed reads were aligned with bowtie 2^79^ to the mm10 genome using the parameters --local --very-sensitive-local --soft-clipped-unmapped-tlen. Optical duplicates were removed using SAMtools^80^ and bams filtered for MAPQ > 30. Reads of bowtie2-aligned SAM files were grouped by name using SAMtools collate. Mate coordinates and insert size fields of PE reads were filled using SAMtools fixmate. UMIs were added to the SAM RX tag using AnnotateBamWithUmis (https://fulcrumgenomics.github.io/fgbio/). Duplicate reads were marked with SAMtools markdup and filtered. For ATAC-seq, reads were shifted inwards by 4 bp to plus-stranded insertions and −5 bp to minus-stranded insertions, as recommended^77^.

#### Peak-calling

ChIP-seq peaks were called against inputs using MACS2^81^ with a *q* value cutoff of 0.01 except for GATA6 (10^−4^) and ESRRB (0.05). For each factor and time-point, the BAMs of all replicates were merged before peak calling and the peaks were retained if they were also called in all individual replicates.

#### Peak quantification

Quantifications were performed with the bamsignals R package (https://github.com/lamortenera/bamsignals) with systematic correction to the library sizes and counting the number of reads either falling into peak coordinates (Source Data 1) or covering each base of a 4kb window centered on the peak summit, defined as the max GATA6 signal for GATA6 peaks or the max ATAC-seq signal for pluripotency TF peaks not bound by GATA6. To identify GATA6 summits, the reads were extended as estimated by MACS. For ATAC-seq, PE fragments <100 bp were used to measure accessibility and identify the base with the maximum signal. Quantifications of histone modifications to characterize GATA6 peaks were performed using ES cells' bam files downloaded from Encode.

#### Oct4 knock-down

To identify OCT4-sensitive regions, all GATA6 peaks were quantified 48 h after simultaneous GATA6 induction and *Oct4* or Ctl siRNA-mediated knockdown. DESEQ2 was used to identify regions displaying significant changes of GATA6 binding between *Oct4* and Ctl knockdown (FDR < 0.1 and absolute log2 Fold-Change > 0.5).

#### DNA motifs

Motif occurrences and statistics were obtained by scanning GATA6 peaks using FIMO^82^ for the following motifs obtained from JASPAR database: MA1104.1 (GATA6), MA0142.1 (OCT4:SOX2), MA0078.1 (SOX17), MA0141.3 (ESRRB).

#### Analysis of nucleosomes

Nucleosomes were mapped either using ATAC-seq or MNase-seq datasets. For ATAC-seq, only fragments of 140:250 bp were considered; for MNase-seq, only fragments of 130:160 bp were considered. The coverage of the signal at specific regions was calculated using fragment midpoints exclusively, normalized to the library depth. The average profiles were smoothed using the loess() function in R, with a span of 0.05 for ATAC-seq and 0.07 for MNase-seq. For MNase-seq data, the profiles were internally normalized to the flanking sides (the average of the 1:500, 3501:4000 intervals was subtracted from the signal). These profiles were used to quantify nucleosome order, using spectral densities (calculated in R using the spectrum() function and a period of 180 bp, which gave maximal signal), and nucleosome densities on GATA6 summits, computed by averaging the signal in 200 bp around the summit.

#### Categorical variables and statistics

To generate the groups of TF binding regions, we used k-means clustering implemented as described before: to split the regions as Early&Constant, Transient or Late GATA6 binding sites, we used quantitative data of every time-point of GATA6 enrichment normalized to the corresponding inputs and log2 transformed. For SOX17 (bound by or not) and for pluripotency TFs (bound at d0, ectopically or not at all), we used binary peak calling data. To characterize the regions according to histone modification signatures, we used library size normalized, region width normalized, and log2 transformed counts, which were subsequently Z-scored for each individual histone mark to scale absolute levels between different marks. The relationships between variables were assessed with the mosaicplot() function in R followed by two-sided Chi-square tests and Fisher Exact tests to compute the odds ratios and associated *p*-values of specific depletions/enrichments. To test the prediction of GATA6 groups based on different variables, we used the Python version of LightGBM^54^ for multiclass classification (with max_depth = 10, num_leaves = 180, learning rate = 0.001, lambda_l1: 9.18e-05). Hyperparameters were tuned using a bayesian hyperparameter tuning framework optuna with 5 fold cross-validation (StratifiedKFold(n_splits=5, shuffle=True)). Number of estimators was corrected according to the early stopping option with *n* = 100 and evaluation metric eval_metric = ‘multi_logloss’. ROC curve was calculated for the multiclass classification by binarizing the output and implementing macro-averaged one-vs-rest strategy. Feature importance was estimated using pre-build lightgbm attribute feature_importance_ with default parameter importance_type = ‘split’.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq, ATAC-seq, MNase-seq and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE268719. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE268719 The MNase-seq data with different MNase concentrations used in this study are available in the Gene Expression Omnibus database under accession code GSE122589. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122589 Source data are provided with this paper.

# Supplementary material for: Molecular and epistatic interactions between pioneer transcription factors shape nucleosome dynamics and cell differentiation
**Source:** Nat Commun. 2025 Dec 10;17:698. doi: 10.1038/s41467-025-67308-0
**Supplement:** Supplementary file 1 — Supplementary Information

**R.X. Coux et al.**  
**Supplementary Figures**

**Contents:**

|               |                                                                                             |
|---------------|---------------------------------------------------------------------------------------------|
| <b>Page 2</b> | <b>Figure S1.</b> Conversion of ES cells into PrE cells by GATA6 induction.                 |
| <b>Page 3</b> | <b>Figure S2.</b> Statistical analyses of GATA6 binding regions.                            |
| <b>Page 4</b> | <b>Figure S3.</b> Analysis of SOX17, a target and partner of GATA6.                         |
| <b>Page 5</b> | <b>Figure S4.</b> Impact of SOX17 in GATA6 binding and chromatin dynamics.                  |
| <b>Page 6</b> | <b>Figure S5.</b> Comparative analysis of GATA6 and pluripotency TF binding regions.        |
| <b>Page 7</b> | <b>Figure S6.</b> OCT4 responsive genes during GATA6-mediated PrE differentiation.          |
| <b>Page 8</b> | <b>Figure S7.</b> Stratification and gene expression correlations of GATA6 binding regions. |

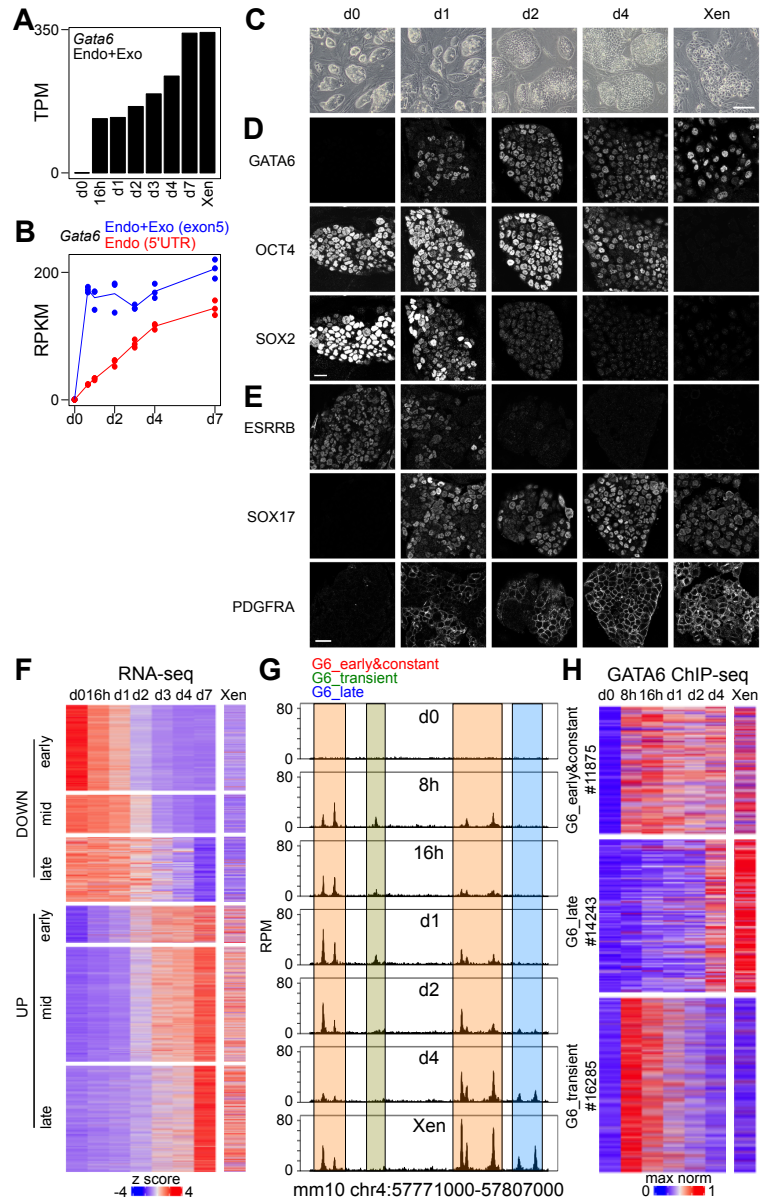

**Figure S1. Conversion of ES cells into PrE cells by GATA6 induction.** (A) Expression (Transcripts Per Million) of *Gata6* mRNA (endogenous plus exogenous) during GATA6 induction and in wild-type XEN cells. (B) Comparative quantification of the last *Gata6* exon 5, present in both endogenous and exogenous *Gata6* transcripts, and of its 5' UTR, present only in endogenous mRNAs, normalized in Reads Per Kb Per Million. (C) Illustrative photomicrograph of ES cells (d0) and as they convert into PrE cells following Dox treatment for 1, 2 and 4 days, as well as of XEN cells. The scale represents 200  $\mu$ m. (D) Representative immunostaining of GATA6, OCT4 and SOX2 in the same samples as in (C). The scale represents 30  $\mu$ m. (E) Representative immunostaining of ESRRB, SOX17 and PDGFRA in the same samples as in (C). The scale represents 30  $\mu$ m. (F) Expression changes of the 6 groups of genes identified as early/mid/late up- or downregulated. (G) Illustrative locus showing different behaviors of GATA6 binding dynamics. (H) Relative GATA6 binding levels across the 3 clusters of GATA6 binding regions. For each region, the sample with maximal enrichment levels was set to 1.

**Figure S2. Statistical analyses of GATA6 binding regions. (A)** Several properties are considered and the regions divided in groups, from top to bottom: accessibility (small ATAC fragments), with regions divided as high, mid or low accessibility; the quality of the best motifs of GATA6, SOX17, OCT:SOX or ESRRB present in each region measured by their score, with the regions divided as presenting motifs with high, mid, low scores or none at all; histone modification status as evaluated by quantification and clustering of Encode data, grouping the regions according to the presence of marks typical of distinct regulatory states, shown in the right (F. facultative; C. constitutive). The boxplots show the

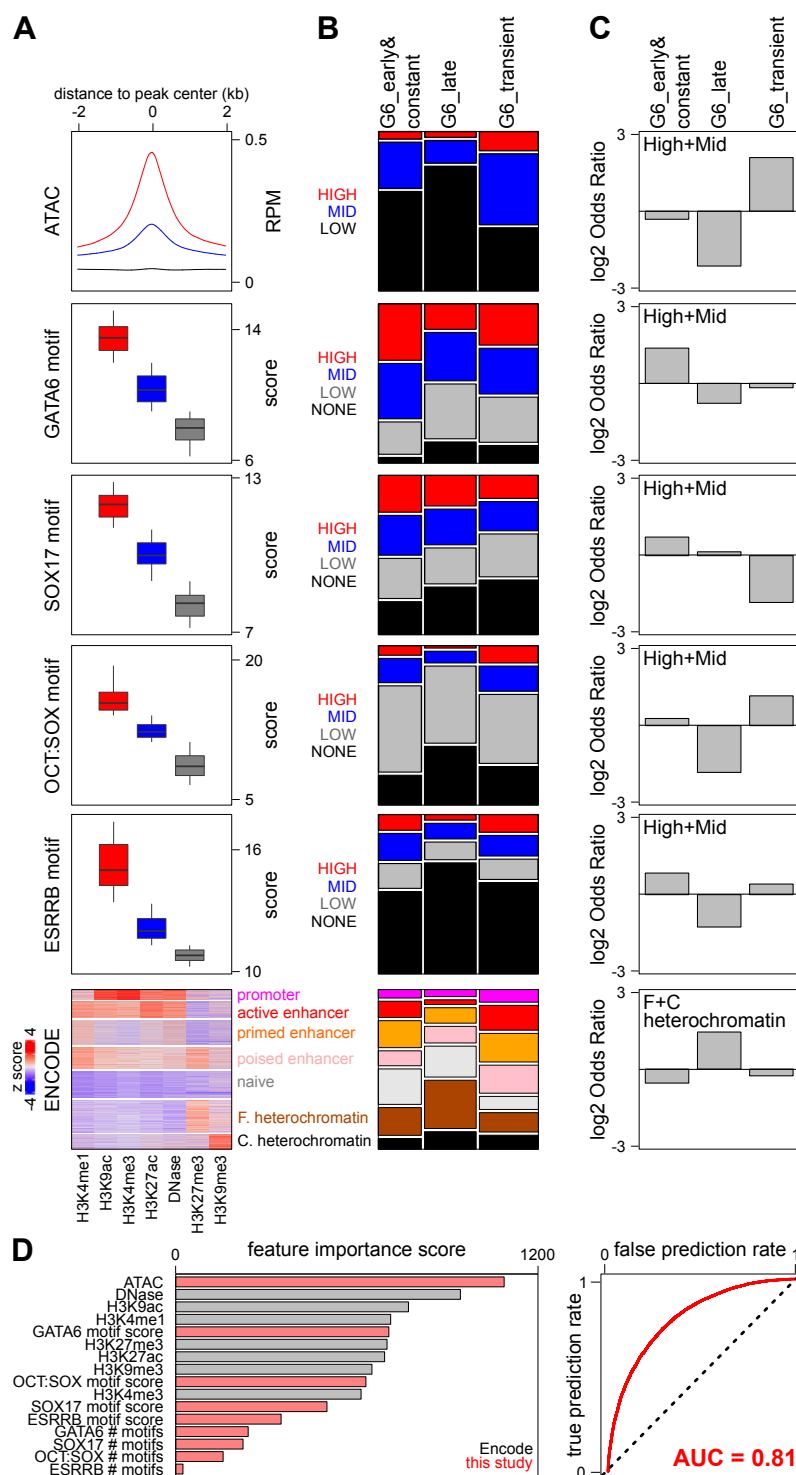

median – bar; 25-75% percentiles – box; 1.5-folds the inter-quartile range – whiskers **(B)** Proportion of the different groups of variables shown in (A) throughout Early&Constant, Late and Transient GATA6 binding regions. Variables dependency was shown to be significant using Chi-square tests for all combinations of variables ( $p < 2.2e-16$ ). **(C)** Log2 Odds ratio for the combination of categories shown within each plot, derived from the variables shown on the left. Fisher Exact tests revealed the statistical significance of all enrichments/depletions ( $p < 1.3e-6$ ). **(D)** The variables shown in (A) were tested as predictors for each region belonging to one of the 3 GATA6 binding groups (Early&Constant, Late, Transient). The importance of each feature is shown on the left and the predictive success on the right, reaching an Area Under the Curve of 0.81. See Methods for details.

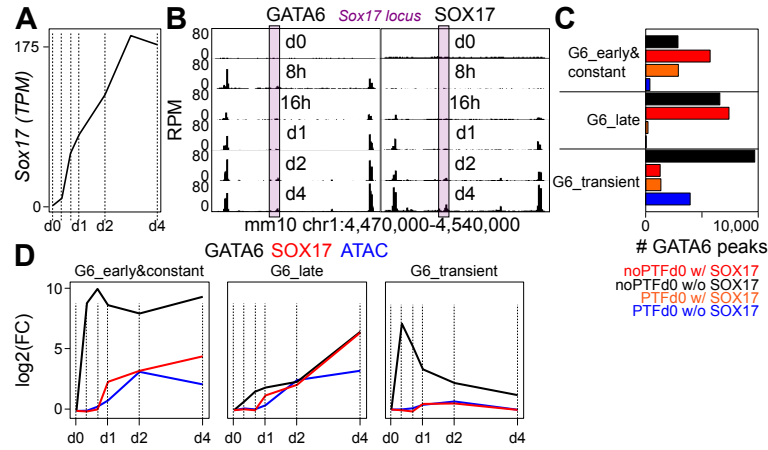

**Figure S3. Analysis of SOX17, a target and partner of GATA6. (A)** RNA-seq expression profile of Sox17 mRNA expressed in Transcripts Per Million (tpm) over GATA6 induction. **(B)** Illustrative co-binding of GATA6 and SOX17 around Sox17 (purple box). **(C)** Distribution of GATA6 peaks across different categories based on the dynamics of GATA6 binding (Early&Constant, Late, Transient) and the presence/absence of either pluripotency TFs before differentiation (PTFd0/noPTFd0) or presence (w/) or absence (w/o) of SOX17. **(D)** Average log2 Fold-Change of chromatin accessibility, GATA6 and SOX17 binding at every time-point of GATA6 induction versus undifferentiated cells (d0).

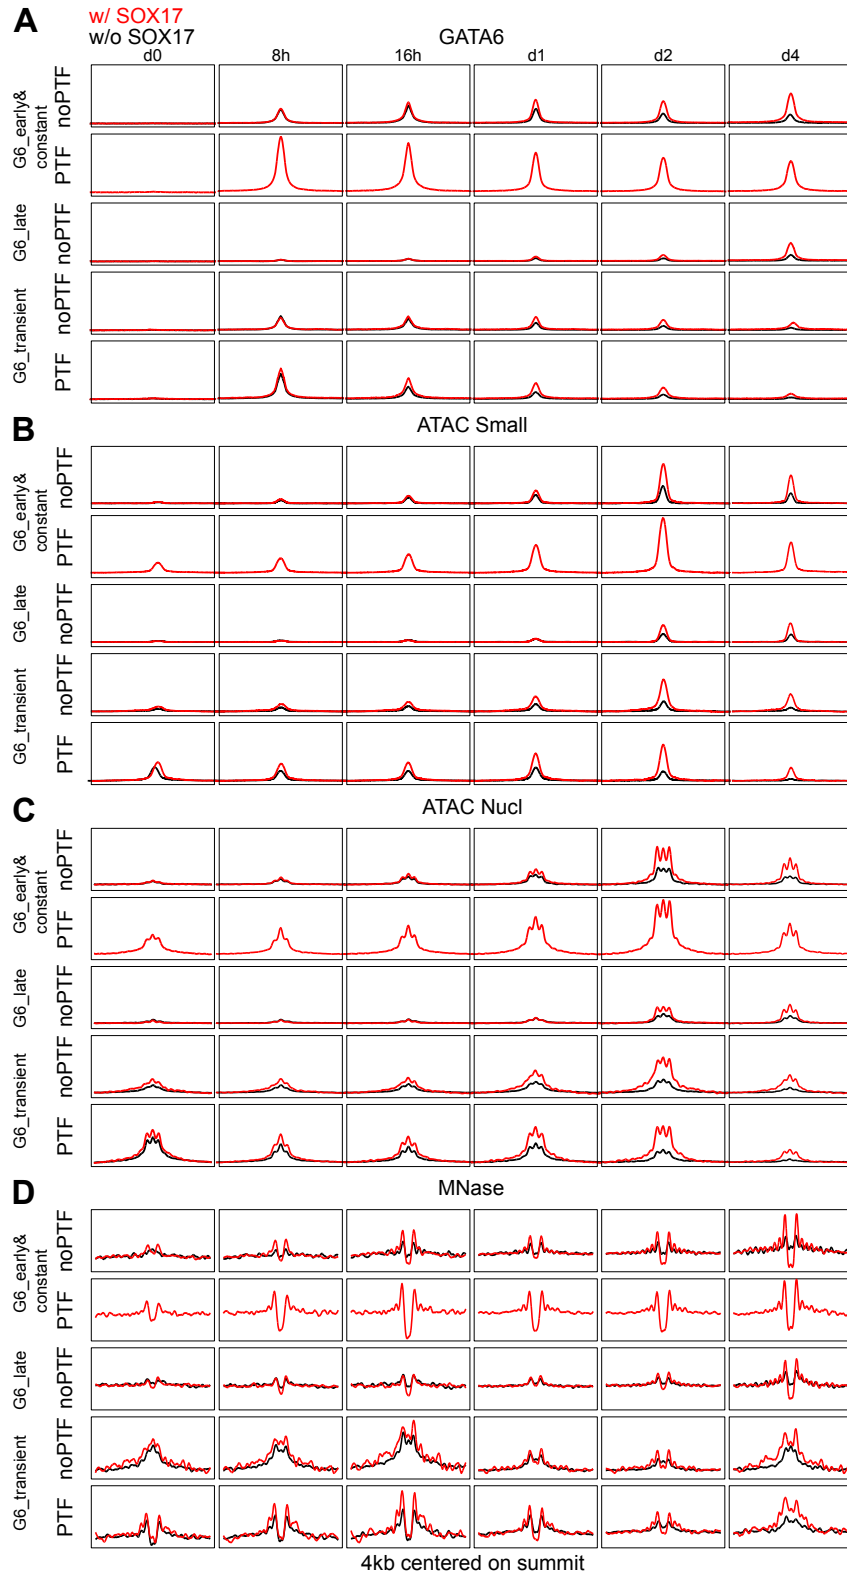

**Figure S4. Impact of SOX17 on GATA6 binding and chromatin dynamics.** The groups capturing most regions in Fig.S3C were used to compare GATA6 binding **(A)**, chromatin accessibility using small ATAC-seq fragments **(B)** and nucleosomes using nucleosome-sized ATAC-seq fragments **(C)** or MNase-seq **(D)**. The plots show the average reads per million across 4kb centered on GATA6 summits for the regions shown vertically that either bind SOX17 (red) or not (black).

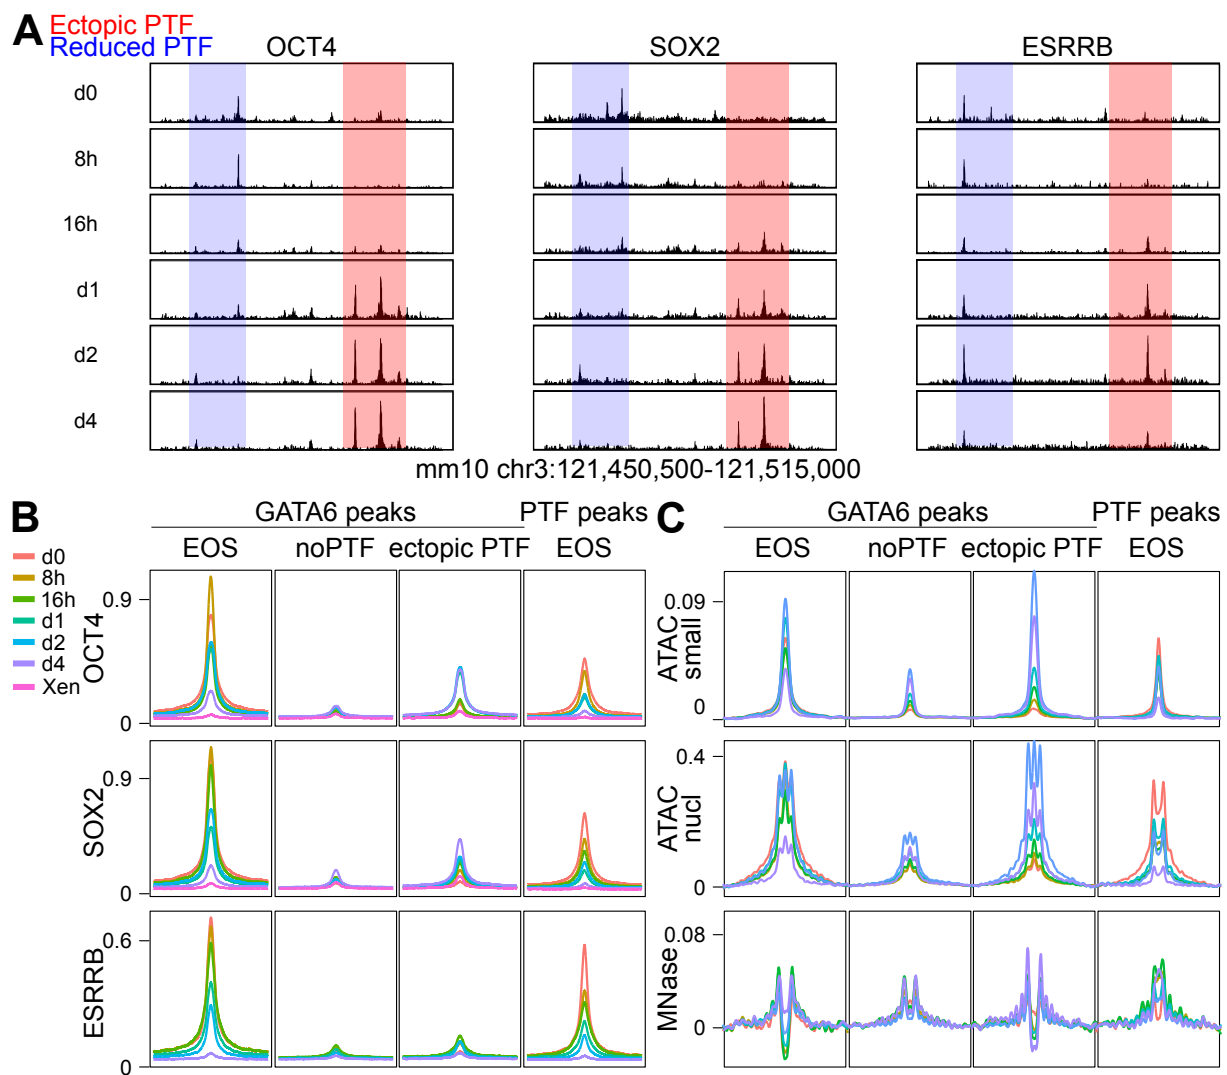

**Figure S5. Comparative analysis of GATA6 and pluripotency TF binding regions. (A)** Example of pluripotency TF binding during GATA6 induction showing regions losing or ectopically gaining their binding. **(B)** Average binding profiles of pluripotency TF at GATA6 and pluripotency TF (PTF) binding peaks throughout all analyzed time-points. Each set of regions was divided according to the binding of either all 3 analyzed pluripotency TFs in undifferentiated cells (EOS for ESRRB, OCT4 and SOX2), none of the three or when showing ectopic binding during GATA6 induction (ectopic PTF). The regions shown represent 4kb centered on the GATA6 summit for GATA6 peaks or on the summit of chromatin accessibility for PTF peaks. **(C)** Identical analyses for chromatin accessibility measured by small ATAC-seq fragments or for nucleosomes measured by nucleosome-sized ATAC-seq or MNase-seq fragments.

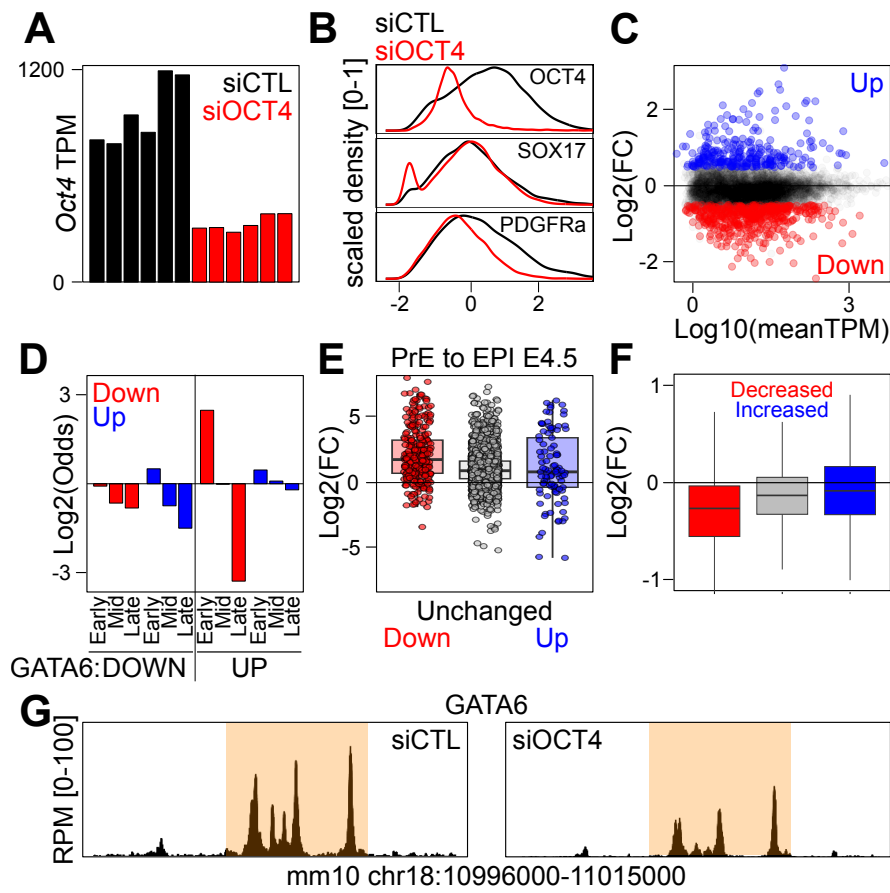

**Figure S6. OCT4 responsive genes during GATA6-mediated PrE differentiation. (A)** Expression of *Oct4* 48h after inducing GATA6 and nucleofecting cells with either Ctl siRNAs (black) or siRNAs targeting *Oct4* (red). Six independent experiments are shown. **(B)** Quantification of immunofluorescence experiments 4d after inducing GATA6 in the presence of either Ctl or *Oct4*-targetting siRNAs. **(C)** MA-plot depicting all GATA6-responsive genes, highlighting those upregulated (blue) or downregulated (red) upon *Oct4* knock-down. **(D)** Log2 Odds Ratio computed between genes down or upregulated upon *Oct4* knock-down and the 6 groups of GATA6-responsive genes (X-axis). **(E)** Gene expression changes during *in vivo* differentiation to PrE, for genes up- or downregulated upon *Oct4* knock-down. **(F)** Global expression changes of the nearest gene to each GATA6 peak classified by its response to *Oct4* knock-down. **(G)** GATA6 binding across the PrE-specific *Gata6* enhancer after Ctl or *Oct4* knock-down.

# Supplementary material for: Molecular and epistatic interactions between pioneer transcription factors shape nucleosome dynamics and cell differentiation
**Source:** Nat Commun. 2025 Dec 10;17:698. doi: 10.1038/s41467-025-67308-0
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | all data was generated internally or gathered from previous publications and public repositories as indicated in the manuscript.                        |
| Data analysis   | All analyses were performed with standard packages (R version 3.6.3, bamsignals package, ggplot2, DEseq2, ComplexHeatmaps, Bowtie2, MACS2, RSEM, STAR). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

all RNA-seq, ATAC-seq, MNase-seq and CHIP-seq raw data have been deposited into Gene Expression Omnibus under the public accession number GSE268719

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The number of replicates used in the study are standard in the field.

Data exclusions

no dataset was arbitrarily excluded

Replication

all replicates are described in the methods

Randomization

randomization was not deemed necessary due to the implementation of orthogonal methods (ChIP, ATAC, MNase and RNA-seq), strategically chosen to consolidate key results and control for potential confounding variables

Blinding

All data was generated and analysed without prior knowledge of the biological nature of the groups

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

anti-GATA6 (Cell Signaling technology #5851); anti-OCT4 (abcam ab19857); anti-SOX2 (Active Motif 39823); anti-ESRRB (Perseus Proteomics, H6-705-00); anti-SOX17 (R&D Systems AF1924)

## Validation

all antibodies are commercially available, highly validated by the manufacturers and routinely used in the field. Our own immunofluorescence data validates their specificity

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

KH2 cells are an ES cell line widely used in the field to generate inducible single-copy transgenes (<https://doi.org/10.1002/gene.20180>). E14Tg2A is a standard cell line in ES research, originally obtained from Ian Chambers and Phil Avner. X10 XEN cells (10.1242/dev.050864) are an extraembryonic endoderm stem cell line commonly used and obtained from Jerome Artus.

## Authentication

All cell lines were tested by genotyping

## Mycoplasma contamination

All cell lines were tested negative by PCR

Commonly misidentified lines  
(See [ICLAC](#) register)

NA

## Plants

## Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

## Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

## Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE268719>

## Files in database submission

all raw sequencing reads and a table with regions and quantifications

Genome browser session  
(e.g. [UCSC](#))

none

### Methodology

## Replicates

2 independent replicates per condition for the vast majority of factors, as detailed in the methods.

## Sequencing depth

libraries have sequenced to an average of 16.8 million mapped reads

## Antibodies

anti-GATA6 (Cell Signaling technology #5851); anti-OCT4 (abcam ab19857); anti-SOX2 (Active Motif 39823); anti-ESRRB (Perseus Proteomics, H6-705-00); anti-SOX17 (R&D Systems AF1924)

## Peak calling parameters

standard MACS2 followed by FDR filtering and replicate reproduction, as described in the methods

## Data quality

excellent, assessed by fastqc and reproducibility of published data

## Software

none developed for this study (Bowtie2, MACS2, bamsignals, R3.6.3)

How the deposited data were processed for this re-analysis (not part of the article)

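GATA6, SOX17, OCT4, SOX2 and ESRRB binding was measured by ChIP-seq in mouse ES cells with a Dox-inducible Gata6 transgene, before Dox and at 5 times up to day 4, with XEN cells for GATA6, SOX17, OCT4, SOX2 and input, and with Oct4 or control siRNA at day 2 for GATA6 and SOX17. The labels list 96 libraries of 47 conditions, of which 45 conditions have a column of values in the deposited table. The input libraries of the siRNA cells were not used here, and neither were the profiles of ATAC-seq, MNase-seq, RNA-seq and histone marks. Of the table's 105 columns, 14 hold per-sample values of accessibility and histone marks from libraries outside those mapped to a condition, and were not used.

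The authors trimmed adapters with cutadapt, aligned reads to mm10 with bowtie2, kept reads of high mapping quality, removed duplicates by unique molecular identifiers and called peaks with MACS2. They counted reads on each GATA6 region with the bamsignals R package and scaled them to library size, so that the deposited values are RPM, pooled over the libraries of a condition into a single value. For motifs, the authors scanned each region with FIMO and deposited the score of the best match, the number of matches and a class of the score. Other columns deposited by the authors are classes: the GATA6 cluster from k-means on log2 input-normalized signal, the SOX17 and PTF classes from peak calls, the accessibility class of undifferentiated cells, the histone state, and the outcome of DESeq2, which the authors ran on GATA6 binding between Oct4 and control siRNA. Class columns have no spread of their own, and their errors cannot be assessed from the table.

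Replicate spread is not given for any value, because replicates share a column. No count test was run for the same reason, although the low values of 4 columns (GATA6 before induction, OCT4 in XEN cells, ESRRB at 8 h and SOX17 at 16 h) came out as whole multiples of a single step in 100% of cases. Where 2 steps were needed, 2 depths follow from them. GATA6 and SOX2 at day 4 and input in XEN cells have 3 labelled libraries, so there the depths may not be those of single libraries. In 5 columns, those before induction of OCT4, SOX2, ESRRB, SOX17 and input, more than 2 steps were needed. The precision of low values is limited by these depths, since a value near the pseudocount rests on a few reads.

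Groups of regions were compared by the median RPM and the ratio of medians, with 95% intervals from 1000 resamples of the regions, which describe the regions and not the cultures. Changes were medians of the difference of log2(RPM + pseudocount) per region, with the pseudocount at percentile 5 of the assay's non-zero values. Associations between classes were tested with the two-sided Fisher's exact test that the paper names, with Wald 95% intervals of the log2 odds ratio, and p-values under 0.05 counted as past the threshold. Because neighboring regions are not independent, each direction was counted on 20 chromosomes, leaving out 1 region on chromosome Y, and each chromosome was left out in turn. Shares have Wilson 95% intervals. Clustering was repeated with k-means with 3 groups and 10 starts, after taking log2 ratios to input. The classifier was LightGBM 4.6.0 with a maximum depth of 10, 180 leaves, a learning rate of 0.001, an L1 penalty of 9.18e-05 early stopping after 100 rounds and 5 folds, and its area under the curve was resampled 200 times. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and random seed 1. Genes around the regions were taken from the GENCODE mouse release M21, on the assembly that mm10 names, and coordinates are printed as in the deposited table.

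Regions named in the text are those of the table that overlap a window whose coordinates the paper prints in a figure, a rule set before the data were examined, and only some of them are described. The alternatives tried were means in place of medians, signal per kb and minus input, pseudocounts 10 times larger and smaller, regions above the median of the highest signal, other motif, accessibility and heterochromatin classes, Mantel-Haenszel estimates over 10 deciles of region width or of the highest GATA6 signal, and other clusterings and feature sets. Stratifying the siRNA and ectopic odds ratios by GATA6 clusters or SOX17 classes, and taking siRNA changes relative to the shift of all regions, were added after seeing the data. The odds ratios were tested on simulated data of 40000 regions with a true log2 odds ratio of 1. The mean crude estimate was 1.00 without a confounder and 1.97 with one, where the Mantel-Haenszel estimate was 1.01. Of the intervals of the crude estimate without a confounder, 48 of 50 held the true value. The simulated regions were independent, so this does not show how the intervals behave where neighboring regions are not. K-means returned 99.8% of 6000 simulated regions to their cluster. The test of GATA6 binding between siRNAs per replicate, foreseen in case the table held reads per replicate, was not run. PTF sites outside GATA6 regions were not analysed here.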

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

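No paired analysis was possible because the deposited table holds a single column per condition in which the replicates are pooled. For the same reason the alternatives foreseen for a test of GATA6 binding per replicate between Oct4 and control siRNA (a replicate block, DESeq2 and leaving out each replicate) were not run. The choices named here were set before the data were examined, except for stratifying by GATA6 cluster or SOX17 class and for taking siRNA changes relative to the shift of all regions, which were chosen after seeing the data.

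For the 29 log2 odds ratios, 185 values were computed under alternatives, of which 178 kept the direction and the side of the p threshold and 7 reversed. With high or mid GATA6 motifs, the log2 odds ratio of Transient regions went from -0.16 to 0.10 within deciles of the highest GATA6 signal and to 0.083 with high motifs only. The SOX17 motif at Late regions went from 0.15 to -0.094 with any motif against none. Ectopic regions among those increased upon Oct4 knock-down had 0.076 and reversed to -0.26 within deciles of region width, -0.55 within deciles of the highest GATA6 signal, and -0.24 in regions above the median of that signal. Among regions called changed it was -1.27, but increased regions are there compared with decreased ones only, so that this value mirrors the enrichment among decreased regions and is no separate reversal. The cause was not tested for these reversals. Leaving out each chromosome in turn changed no direction among the 29. Effect sizes moved more than directions, as for the SOX17 motif at Early&Constant regions, which ran from 0.091 to 0.89.

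The other 40 results are values without a test, and 93 of their 114 alternatives lay outside the 95% interval of the value over regions, which is narrow, while 4 reversed and 17 lay within it. The cause was not tested for any of them. Reversed values were the GATA6 ratio at 8 h between regions with and without SOX17, which went from 0.915 to 1.53 with means, the day 4 ratio between Early&Constant SOX17-bound regions with and without PTFs, from 1.16 to 0.820 per kb, the correlation of GATA6 at 8 h with XEN cells, from -0.0241 to 0.0656 with Pearson's correlation, and SOX17 upon knock-down at unchanged regions, from 0.50 to -0.021 relative to the shift of all regions.

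With means over regions, the GATA6 ratio was 2.83 for fast regions with PTFs to fast regions without, at 8 h, 5.13 for fast regions without PTFs to slow regions, at 8 h, 2.45 for accessible to closed Early&Constant regions, at 8 h and 2.15 for accessible to closed Late regions, at 8 h. It was 1.28 for accessible to closed Early&Constant regions, at day 4, 1.27 for accessible to closed Late regions, at day 4, 2.48 for accessible to closed Transient regions, at day 4 and 4.44 for regions with SOX17 to those without, at day 4. It was 3.09 for ectopic to noPTF regions, at day 4, 3.76 for Early&Constant SOX17-bound regions with PTFs to those without, at 8 h and 1.26 for Early&Constant SOX17-bound regions with PTFs to those without, at day 4. The ratios of other factors were 4.37 for OCT4 before induction, Transient to Late, 6.07 for SOX17 at day 4, Early&Constant to Transient and 3.28 for SOX17 at day 4, ectopic to noPTF.

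With signal per kb, the GATA6 ratio was 1.60 for fast regions with PTFs to fast regions without, at 8 h, 4.17 for fast regions without PTFs to slow regions, at 8 h, 2.01 for accessible to closed Early&Constant regions, at 8 h and 1.28 for accessible to closed Transient regions, at 8 h. It was 1.36 for accessible to closed Early&Constant regions, at day 4, 1.68 for accessible to closed Transient regions, at day 4, 3.12 for regions with SOX17 to those without, at day 4 and 0.631 for regions with SOX17 to those without, at 8 h. It was 1.93 for ectopic to noPTF regions, at day 4, 2.63 for Early&Constant SOX17-bound regions with PTFs to those without, at 8 h and 1.06 for Early&Constant regions with PTFs, SOX17-bound to not bound, at 8 h. The ratios of other factors were 2.68 for OCT4 before induction, Transient to Late, 4.06 for SOX17 at day 4, Early&Constant to Transient, 4.02 for SOX17 at day 4, Late to Transient and 2.21 for SOX17 at day 4, ectopic to noPTF.

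With input subtracted, the GATA6 ratio was 2.88 for fast regions with PTFs to fast regions without, at 8 h, 18 for fast regions without PTFs to slow regions, at 8 h, 4.49 for accessible to closed Late regions, at 8 h and 1.45 for accessible to closed Transient regions, at 8 h. It was 1.60 for accessible to closed Early&Constant regions, at day 4, 1.36 for accessible to closed Late regions, at day 4, 2.87 for accessible to closed Transient regions, at day 4 and 6.68 for regions with SOX17 to those without, at day 4. It was 0.748 for regions with SOX17 to those without, at 8 h, 4.03 for ectopic to noPTF regions, at day 4 and 5.18 for Early&Constant SOX17-bound regions with PTFs to those without, at 8 h. The ratios of other factors were 28.0 for SOX17 at day 4, Early&Constant to Transient, 15.2 for SOX17 at day 4, Late to Transient and 5.29 for SOX17 at day 4, ectopic to noPTF. The ratios of 18, 28.0 and 15.2 are unstable, since the low signal of the second group leaves a small denominator after subtraction.

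With a pseudocount 10 times larger, the median log2 change was 0.91 for SOX17 from before induction to day 4 at SOX17-bound regions, -0.015 for SOX17 from before induction to 8 h at SOX17-bound regions, 0.55 for OCT4 from before induction to day 2 at ectopic regions and 0.25 for SOX2 from before induction to day 2 at ectopic regions. It was -0.018 for ESRRB from before induction to day 2 at ectopic regions, -0.72 for OCT4 from before induction to day 4 at PTFd0 regions, -0.91 for SOX2 from before induction to day 4 at PTFd0 regions and -0.60 for ESRRB from before induction to day 4 at PTFd0 regions. It was 0.59 for GATA6 from 8 h to day 4 at Late regions, -0.76 for GATA6 from 8 h to day 4 at Transient regions, -0.67 for GATA6 upon knock-down at decreased regions and 0.72 for GATA6 upon knock-down at increased regions. It was -0.077 for SOX17 upon knock-down at decreased regions, 0.89 for SOX17 upon knock-down at increased regions and 0.19 for SOX17 upon knock-down at unchanged regions.

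A pseudocount 10 times smaller gave 2.26 for SOX17 from before induction to day 4 at SOX17-bound regions, -0.061 for SOX17 from before induction to 8 h at SOX17-bound regions, 1.21 for OCT4 from before induction to day 2 at ectopic regions and 0.63 for SOX2 from before induction to day 2 at ectopic regions. It gave -1.57 for OCT4 from before induction to day 4 at PTFd0 regions, -2.1 for SOX2 from before induction to day 4 at PTFd0 regions and -1.64 for ESRRB from before induction to day 4 at PTFd0 regions. It gave 1.83 for GATA6 from 8 h to day 4 at Late regions, -1.96 for GATA6 from 8 h to day 4 at Transient regions and -1.06 for GATA6 upon knock-down at decreased regions. It gave 1.24 for GATA6 upon knock-down at increased regions, 1.56 for SOX17 upon knock-down at increased regions and 0.60 for SOX17 upon knock-down at unchanged regions.

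In regions above the median of the highest signal, the median log2 change was 2.06 for SOX17 from before induction to day 4 at SOX17-bound regions, -0.057 for SOX17 from before induction to 8 h at SOX17-bound regions, 1.13 for OCT4 from before induction to day 2 at ectopic regions and 0.61 for SOX2 from before induction to day 2 at ectopic regions. There it was -0.11 for ESRRB from before induction to day 2 at ectopic regions, -1.52 for ESRRB from before induction to day 4 at PTFd0 regions and 2.03 for GATA6 from 8 h to day 4 at Late regions. There it was -2.12 for GATA6 from 8 h to day 4 at Transient regions, -0.97 for GATA6 upon knock-down at decreased regions and 1.07 for GATA6 upon knock-down at increased regions. There it was -0.16 for SOX17 upon knock-down at decreased regions, 1.46 for SOX17 upon knock-down at increased regions and 0.61 for SOX17 upon knock-down at unchanged regions.

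Relative to the shift of all regions, the median log2 change was -0.67 for SOX17 upon knock-down at decreased regions and 0.91 for SOX17 upon knock-down at increased regions.

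Among other choices, Pearson's correlation gave 0.814 for GATA6 at day 4 with XEN cells, and log2 ratios to input gave -0.360 at 8 h and 0.662 at day 4. K-means returned 80.1% of regions to their cluster with each region scaled to its own mean and SD and 87.0% without XEN cells. The area under the curve was 0.703 with motifs only and 0.664 with accessibility and histone classes only.

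Depth limits the GATA6 values before induction, which come from a single library of 6.12 M reads in which 1 read is worth 0.163 RPM, so that smaller differences between regions cannot be resolved there.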

Differences from the paper's values

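Values of the paper's figures were read by eye, and a log2 odds ratio counts as different when it lies outside both the 95% interval and the error of reading a bar, taken as 0.1.

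For ectopic PTF binding at Early&Constant regions the paper's bar is at about 2.7 in Fig. 4C, read by eye, and the log2 odds ratio computed from the regions was 2.54; none of the alternatives set before the data were examined closed the gap. At SOX17-bound regions the paper's bar is at about 2.7 in Fig. 4C, read by eye, against 2.58, and of the alternatives set before the data were examined only the highest value with a chromosome left out, 2.60, fell within the error. For GATA6 motifs at Late regions the paper's bar is at about -0.8 in Supplementary Fig. 2C, read by eye, against -0.94; the estimate within deciles of the highest GATA6 signal (-0.74) and any motif against none (-0.85) fell within the error, and the other alternatives set before the data were examined did not. For SOX17 motifs at Transient regions the paper's bar is at about -1.8 in Supplementary Fig. 2C, read by eye, against -0.75, and for ESRRB motifs at Late regions at about -1.3 in Supplementary Fig. 2C, read by eye, against -1.16. None of the alternatives set before the data were examined closed either gap.

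At regions decreased upon Oct4 knock-down, the paper's average SOX17 profile with Oct4 siRNA is about 0.48 of that with control siRNA in Fig. 5C, read by eye, while the ratio of median RPM was 0.881. It was 0.876 with means over regions and 0.896 per kb, and none of these alternatives, set before the data were examined, closed the gap. SOX17 was higher with Oct4 siRNA at 38.3% of these regions. At increased regions the paper's SOX17 ratio is about 2.1 in Fig. 5C, read by eye, and the ratio of medians was 3.19; means over regions, with 2.77, came within 1.5 times the paper's value, and signal per kb, with 3.18, did not. The paper's profiles are averages over regions, and medians, the measure set for signals before the data were examined, were put in place of means for these ratios only after both values were known. Divided by the same ratio over all regions, an alternative chosen after seeing the values, the ratio of medians was 0.554 at decreased and 2.01 at increased regions, and that of means 0.554 and 1.75, all within 1.5 times the paper's values.

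In the direction of results, the paper describes rapid, strong and constant GATA6 binding only where SOX17 is recruited. The median GATA6 signal at day 4 was 4.03 times higher with SOX17 than without, whereas at 8 h it was 1.4 RPM with SOX17 and 1.53 RPM without. The paper's comparison is of average profiles. Of the alternatives set before the data were examined, means over regions, the nearest to these, gave a ratio above 1 at 8 h, 1.53, in the paper's direction. The groups also differ in GATA6 cluster, since 7603 of the 18861 regions with SOX17 are Late and 2631 are Transient. Signal per kb, with 0.631, and signal minus input, with 0.748, gave ratios below 1.

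The paper reports reduced GATA6 binding at the Gata6 enhancer upon Oct4 knock-down. The single region in the window of Fig. 5G had 10.7 and 10.4 RPM with control and Oct4 siRNA and is classed as unchanged. It lies 42.6 kb from the annotated start of Gata6, nearer than the legend of Fig. 5G places the enhancer. It may therefore not be that enhancer, and a pooled value over a region is another measure than the paper's binding profile. Among the features of the classifier, the paper names GATA6 motifs and accessibility, and the accessibility class had 2.15% of the splits, rank 9 of 10. The area under the curve was 0.760 against the paper's 0.81. The paper's exact features and split of the regions may differ from those used here, so neither gap is certain to compare the same classifier. None of the GATA6 binding regions lies in the window drawn in Fig. 2D.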

Other observations

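The tests on background of accessible chromatin, on scaling to library size, on libraries other than those labelled and on higher enrichment where GATA6 was strong at day 2 were chosen only after the result was seen, and the values are across regions of pooled columns, which are not replicates.

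SOX17 signal before the induction of GATA6 was not even across regions. Per kb, after the lowest value of each column was taken off, its median was 2.55 times higher at PTFd0 than at noPTF regions, against 1.27 times for input and 1.43 times for GATA6 before induction. Background of accessible chromatin would give all ChIP libraries a similar fold, but the SOX17 fold was 1.79 times the larger of those for input and GATA6. Within PTFd0 regions, the partial rank correlation of SOX17 with SOX2 was 0.763 and that with ESRRB 0.212, a difference of 0.552. Each was adjusted for the other of these 2 factors, input and width. SOX17 signal thus followed SOX2 more closely than ESRRB, as it would with an antibody that also binds SOX2. OCT4 was neither adjusted for nor compared, so the test cannot tell SOX2 from OCT4. In the SOX2 and ESRRB columns before induction, 2 steps account for only 16.9% and 13.6% of the low values. In the SOX17 column before induction the share is 11.6%, although the labels give 2 libraries. In this column the pattern therefore cannot be told apart from other libraries having been pooled in it. At 8 h, however, when the median log2 change of SOX17 at SOX17-bound regions against that column was -0.048, its fold was 2.16 against 1.30 for input, and 2 steps account for 100% of the low values of that column, so that other libraries before induction do not explain the fold at 8 h. The correlation with SOX2 was not computed at 8 h, and no biological explanation was tested.

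Of the regions increased upon Oct4 knock-down in the authors' deposited table, 2731 of 3636 are Late. Scaling to library size would raise regions not called changed by the same amount in each cluster, but their median log2 change was 0.35 at Late, -0.033 at Early&Constant and -0.27 at Transient regions, a difference of 0.62 between Late and Transient. The change upon knock-down had a rank correlation with the change from day 2 to day 4 of the time course of 0.695 across all regions and of 0.510 within Late regions. Within deciles of the highest GATA6 signal the mean correlation at Late regions was 0.475, between 0.379 and 0.624 and positive in 10 of 10. These deciles are of the highest signal over time and not of the signal at day 2, so that by this test alone the pattern cannot be told apart from a difference in ChIP enrichment between the siRNA libraries, a reading made more cautious after its value was seen. A higher enrichment with Oct4 siRNA would give larger changes where GATA6 was strong at day 2 of the time course. The rank correlation between them was -0.211 across all regions. Late regions, which rose, had a low signal at day 2 by the clustering, so this value may restate the pattern. It was not computed within clusters and does not decide on enrichment. The share of reads on the regions was 14.4% with control and 14.6% with Oct4 siRNA, and Late and Transient regions, which changed in opposite directions, had similar medians with control siRNA, 1.07 and 1.13 RPM, both of which go against enrichment as the explanation. A hypothesis is that the GATA6 profile upon Oct4 knock-down is shifted towards that of day 4, which the paper does not report. This need not mean faster differentiation. The paper reports less efficient differentiation upon Oct4 knock-down, with a subpopulation lacking SOX17, reduced PDGFRa and lower endogenous Gata6. OCT4 signal at PTFd0 regions also fell between day 2 and day 4, so the correlation cannot separate later differentiation from the loss of OCT4 itself. The shift may equally reflect a difference in timing between the cultures, since each siRNA has 2 libraries in pooled columns and culture timing was not tested.

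SOX17 was higher with Oct4 siRNA over 82.0% of all regions, with a median log2 change of 0.53. A higher share of reads on bound regions, which was 7.37% with control and 11.7% with Oct4 siRNA, could produce this if regions without SOX17 peaks fell or stayed. Those regions rose by 0.41, but the reading of this test was made more cautious after the value was seen, because regions without a peak can still hold weak SOX17 signal, and the pattern cannot be told apart from a difference in ChIP enrichment. The change also had a rank correlation of 0.622 with the SOX17 change from day 2 to day 4, and of 0.623 with the GATA6 change upon knock-down. The first goes with a shift towards the day 4 profile, with the same limits as for GATA6.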
